# Convergent evolution of aerobic fermentation through divergent mechanisms acting on key shared glycolytic genes

**DOI:** 10.1038/s44318-026-00778-0

**Published:** 2026-04-10

**Authors:** Linda C Horianopoulos, Antonis Rokas, Chris Todd Hittinger

**Keywords:** Evolution & Ecology, Metabolism, Microbiology, Virology & Host Pathogen Interaction

## Abstract

As the tree of life becomes increasingly accessible to molecular investigations, describing mechanisms underlying evolutionary convergence and constraint will be crucial to understanding diversification. The lineage including the model yeast *Saccharomyces cerevisiae* evolved aerobic fermentation in part through an ancient whole genome duplication and retention of glycolytic genes. To evaluate glycolytic rates across diverse yeasts, we developed and deployed an extracellular acidification rates (ECAR) assay on 299 species that span more than 400 million years of evolution and identified a clade in the genus *Saturnispora* that convergently evolved aerobic fermentation. Through comparative genomics and transcriptomics, we found that several glycolytic genes had higher expression and novel cis-regulatory elements in aerobically fermenting *Saturnispora* species. When the transcription factor required for their activation was deleted in *Saturnispora dispora*, the mutants had reduced glycolytic rates and increased respiration. Intriguingly, many of the upregulated genes are orthologous to duplicated glycolytic genes in *S. cerevisiae*. These divergent genetic mechanisms affecting the same set of genes suggest that there are strong evolutionary constraints on how aerobic fermentation can arise.

## Synopsis

Across the tree of life, there are compelling examples of convergent evolution in which the same traits have been reinvented independently in different lineages. This study uncovers the mechanism behind a novel instance of aerobic fermentation in yeasts that diverged from *Saccharomyces cerevisiae* more than 200 million years ago.

- *Saturnispora dispora* has a high glycolytic rate, produces ethanol and acetate as overflow metabolites, and produces lower biomass, all of which are hallmarks of aerobic fermentation.
- The same key glycolytic genes that have been retained as duplicates and facilitate high glycolytic flux in *S. cerevisiae* have high expression in *Sat. dispora*.
- Key glycolytic genes of *Sat. dispora* have more Gal4p-binding sites in their promoters, and deletion of *GAL4* or mutation of these binding sites reduces their expression.

## Abstract (web summary)

Distinct genetic routes can converge on the same metabolic outcome, revealing evolutionary constraint.

## Introduction

The convergent evolution of complex traits provides insights into the mechanisms and constraints that govern their repeated emergence. Convergence can arise through distinct or common genetic mechanisms. One of the most compelling examples of convergent evolution in a complex metabolic trait is the evolution of C4 photosynthesis in more than 60 independent lineages (Sage et al, 2011). C4 plants have repeatedly and independently evolved mechanisms to increase photosynthesis efficiency by partitioning biochemical reactions and allowing the key photosynthesis enzyme, RuBisCO, to be in a high CO_2_ environment (Brown et al, 2011; Williams et al, 2012; Lyu et al, 2025). Comparisons across C4 grasses have identified multiple underlying evolutionary mechanisms, including gene family expansions of key enzymes, parallel amino acid changes, and similar cis-regulatory elements in the promoters of C4 enzymes (Lyu et al, 2024). For example, a specific comparison between rice (C3) and sorghum (C4) revealed that the promoters driving the C4 enzymes in sorghum co-opted an ancestral cis-regulatory element for cell type specificity, thereby promoting this physical partitioning of biochemical reactions (Swift et al, 2024). These innovations highlight how improved metabolic efficiency has been rediscovered in many independent lineages through different mechanisms altering the abundance, expression patterns, or activity of the same key C4 enzymes.

Within the yeasts of the subphylum Saccharomycotina, the Crabtree/Warburg Effect, in which yeasts ferment even in the presence of oxygen, is a complex metabolic trait that has evolved in at least two independent lineages: in *Saccharomyces* and relatives and some *Brettanomyces* species (Rozpedowska et al, 2011). Comparative phenotyping of up to forty species demonstrated that the Crabtree-positive phenotype likely evolved in a stepwise fashion and that overflow metabolism, wherein cells maximize energy production rates through glycolysis but produce fermentation products, is the fundamental mechanism driving aerobic fermentation (Hagman and Piškur, 2015; Hagman et al, 2013). Some yeasts, including *S. cerevisiae*, have undergone dramatic genetic changes, including preferential retention of duplicated glycolytic genes from an ancient whole genome duplication (WGD), further increasing their fermentative capacity (Conant and Wolfe, 2007; Escalera-Fanjul et al, 2019). *Brettanomyces* species, which are also Crabtree-positive, do not have the high glucose consumption rates of *S. cerevisiae*, but they do repress respiration when glucose is present (Hagman et al, 2013; Rozpedowska et al, 2011). These independent occurrences of aerobic fermentation suggest that there may be additional lineages of yeasts with independently evolved preferences for fermentation.

Complex traits, such as the Crabtree/Warburg Effect, are difficult to assess using high-throughput assays. However, since a high glycolytic rate and overflow metabolism are thought to precede the evolution of the Crabtree/Warburg Effect, we developed an assay to evaluate the glycolytic rate of diverse species based on glucose-induced extracellular acidification rates (ECAR). ECAR has been used to study mammalian cells, primarily cancer cells, which display the Crabtree/Warburg Effect wherein they accumulate lactate as a byproduct of rapid aerobic glycolysis (Schmidt et al, 2021; Zhang and Zhang, 2019). Acidification measurements have also been applied in *S. cerevisiae* to assess fermentative capacity in industrial settings (Sigler, 2013; Opekarova and Sigler, 1982; Yamashoji et al, 2020; Sigler et al, 1981). Acidification occurs in yeast during glucose assimilation as neutral glucose is taken up, phosphorylated, and converted into charged glycolytic intermediates, organic acids, and carbon dioxide. The intracellular accumulation of charged intermediates and organic acids lowers the pH of the cytosol, but the cell must keep the cytosol buffered to ensure proper enzymatic functions. Thus, the cell extrudes protons, which rapidly lowers the extracellular pH upon glucose addition (Kotyk et al, 2003; Orij et al, 2011, 2009). At later culture stages, the extracellular accumulation of organic acids can further lower the extracellular pH (Sigler and Hofer, 1991). More recently, ECAR was measured with the Seahorse Extracellular Flux analyzer to assess glycolytic rate in pathogenic yeasts (Tucey et al, 2018; Yoo et al, 2024; Zhang et al, 2018). Assessing glycolytic rates across a wide range of species could potentially uncover novel instances of high glycolytic rates and provide insight into the genetic mechanisms underlying high overflow metabolism. Identification of species with high glycolytic rates may also have important implications as increasing efforts are being made to use non-conventional yeasts for biotechnological applications (Geijer et al, 2022; Wang et al, 2025; Radecka et al, 2015; Pyne et al, 2023; Patra et al, 2021).

Herein, we developed a microtiter plate-based assay to screen diverse yeast species for ECAR. We confirmed that the species in the order Saccharomycetales, including the model yeast *S. cerevisiae*, display rapid ECAR phenotypes, which are consistent with their rapid glycolytic rates. However, we also identify multiple species in the genus *Saturnispora*, including *Saturnispora dispora*, that have rapid ECAR compared to other species in the order Pichiales. This order already contains two yeasts of considerable biotechnological interest: *Komagataella phaffii* (previously known as *Pichia pastoris*), which is a leading chassis for protein production (Heistinger et al, 2020; Gasser and Mattanovich, 2018), and *Pichia kudriavzevii* (also known as *Issatchenkia orientails*, *Candida glycerinogenes*, and *Candida krusei*), which is emerging as an important microbial cell factory for the production of organic acids (Tan et al, 2025; Suthers and Maranas, 2022). Furthermore, additional species within the genus *Pichia* are actively being developed for organic acid production (Pyne et al, 2023). This emerging interest in the industrial applications of Pichiales warrants further work to understand the metabolic capabilities of this order to guide their development as microbial cell factories. Moreover, characterizing the genetic mechanism driving the strong fermentative capacity in *Saturnispora* can reveal the evolutionary constraints (if any) on rapid fermentation and guide rational strategies to maximize rates of organic acid production in Pichiales.

To understand how the unusually high glycolytic rate of *Sat. dispora* and its relatives evolved, we used comparative genomics and transcriptomics and found that several genes encoding glycolytic enzymes had increased expression at the transcript level in species with a rapid ECAR phenotype. Intriguingly, genes orthologous to those whose duplications are key to the high glycolytic rate of *S. cerevisiae* also had higher expression in the rapid ECAR *Saturnispora*, which prompted us to investigate the promoter sequences of glycolytic genes for binding sites of transcription factors (TFs) known to regulate carbon metabolism. We found that there were more predicted Gal4p-binding sites (CGGN_11_CCG) in the promoters of some glycolytic genes in the rapid ECAR species. Although Gal4p is named for its role in galactose metabolism in *S. cerevisiae* (Johnston, 1987), this role is evolutionarily derived and specific to Saccharomycetales (Harrison et al, 2022). Gal4p homologs play important roles in regulating carbon metabolism in *Candida albicans* (Askew et al, 2009) and glycolysis in *K. phaffii*, although these species do not natively exhibit aerobic fermentation (Ata et al, 2018). Using novel genetic tools that we developed for *Sat. dispora*, we showed that *GAL4* was necessary for the induction of the most highly expressed glycolytic gene, *TDH*. Altogether, we found an independently evolved group of yeasts with a high glycolytic rate phenotype achieved through the recruitment of cis-regulatory elements driving the direct transcriptional upregulation of orthologs of the same glycolytic genes that retain duplicates in *S. cerevisiae*. This convergence suggests that the evolution of increased glycolytic rate is constrained and requires high activity of key glycolytic enzymes, which can be achieved by distinct molecular mechanisms.

## Results

### Rapid ECAR in *Saccharomyces* and relatives and in the distantly related genus *Saturnispora*

We developed a high-throughput method to measure the glucose-dependent ECAR of yeast species as a proxy for glycolytic rate using a 96-well plate and a standard microplate reader (Fig. EV1). We plotted the mean of three biological replicates per species as a color gradient across the yeast phylogeny to identify clades with similar ECAR profiles. Accordingly, we found that many species in the order Saccharomycetales, particularly those yeasts that underwent an ancestral whole genome duplication (WGD), such as *S. cerevisiae*, had rapid acidification (Fig. 1A; Dataset EV1). We also compared our ECAR data with parameters associated with the Crabtree/Warburg Effect using a previously collected dataset primarily composed of Saccharomycetales yeasts (Hagman et al, 2013). We found significant positive correlations between ECAR and the oxygen consumed, as well as biomass yield, and a negative correlation between ECAR and ethanol yield (Fig. EV2; Dataset EV2). Since rapid acidification has a negative ECAR value, the rapid ECAR phenotype is thus associated with low oxygen consumption, low biomass yield, and high ethanol yield. Although this result was expected and validated the ability of our method to capture glycolytic rate, we were particularly interested in other clades that showed a rapid ECAR phenotype. For example, we were surprised to find a group in the order Pichiales in the genus *Saturnispora* that showed a rapid ECAR phenotype (as low as −0.032 pH/h in *Sat. dispora*). These species have not been thoroughly characterized but are in the same order as multiple biotechnologically relevant species, including the Crabtree-negative species *K. pastoris* (low ECAR = 0.022 pH/h). The growing biotechnological interest in Pichiales yeasts prompted our specific interest in the metabolism of these species and in the evolution of the rapid ECAR trait in some *Saturnispora* species.

**Figure EV1:**
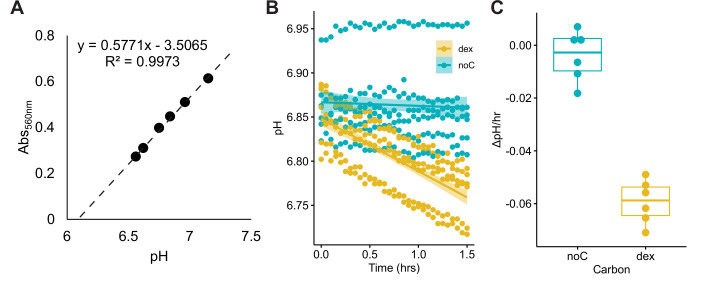
Optimization of the extracellular acidification rate (ECAR) assay. (**A**) A standard curve of the absorbance at 560 nm generated from media between pH 6.5 and 7.5. (**B**) Optimization assay using *S. cerevisiae* showing that the control with no carbon source (noC) did not acidify the media, whereas the cells with 2% glucose added (dex) consistently acidified the media across six biological replicates. (**C**) The slopes calculated from the six biological replicates showing the dextrose-dependent pH change. The center lines of boxplots represent the median, the bounds of the boxes represent the interquartile range, the whiskers represent the spread of the data, and each dot represents one of six biological replicates.

**Figure 1:**
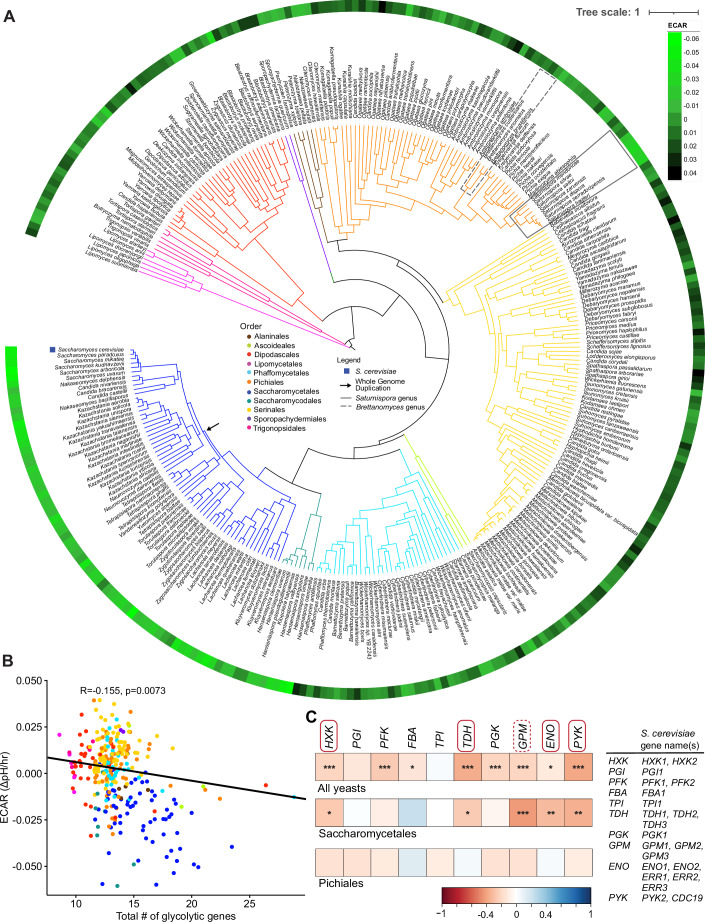
Variation of extracellular acidification rates (ECAR) across the yeast subphylum is associated with glycolytic genes. (**A**) The mean of the measured ECAR for each species is visualized as a circle around the yeast phylogeny, with the lighter green blocks corresponding to more rapid ECAR. The model yeast *S. cerevisiae*, the whole genome duplication (WGD) in the Saccharomycetales (arrow), the genus *Saturnispora* (box), and the genus *Brettanomyces* (dashed box) are highlighted on the phylogeny. (**B**) A scatter plot showing the correlation between ECAR and the total number of glycolytic genes where each dot represents a single species. The correlation and *P* values are based on a phylogenetic generalized least squares model, which accounts for correlation stemming from shared phylogenetic history. (**C**) Pearson correlations between the number of copies of each glycolytic gene and the measured ECAR. The gene names in boxes have retained duplicates in *S. cerevisiae*; solid boxes indicate duplicates retained in all post-WGD yeasts, whereas the dashed boxes indicate duplicates retained in some but not all post-WGD yeasts (Conant and Wolfe, 2007). Significance of the Pearson correlation is indicated as *P < 0.05, **P < 0.01, ***P < 0.005. The yeast phylogeny was pruned from Shen et al (Shen et al, 2018). Source data are available online for this figure.

**Figure EV2:**
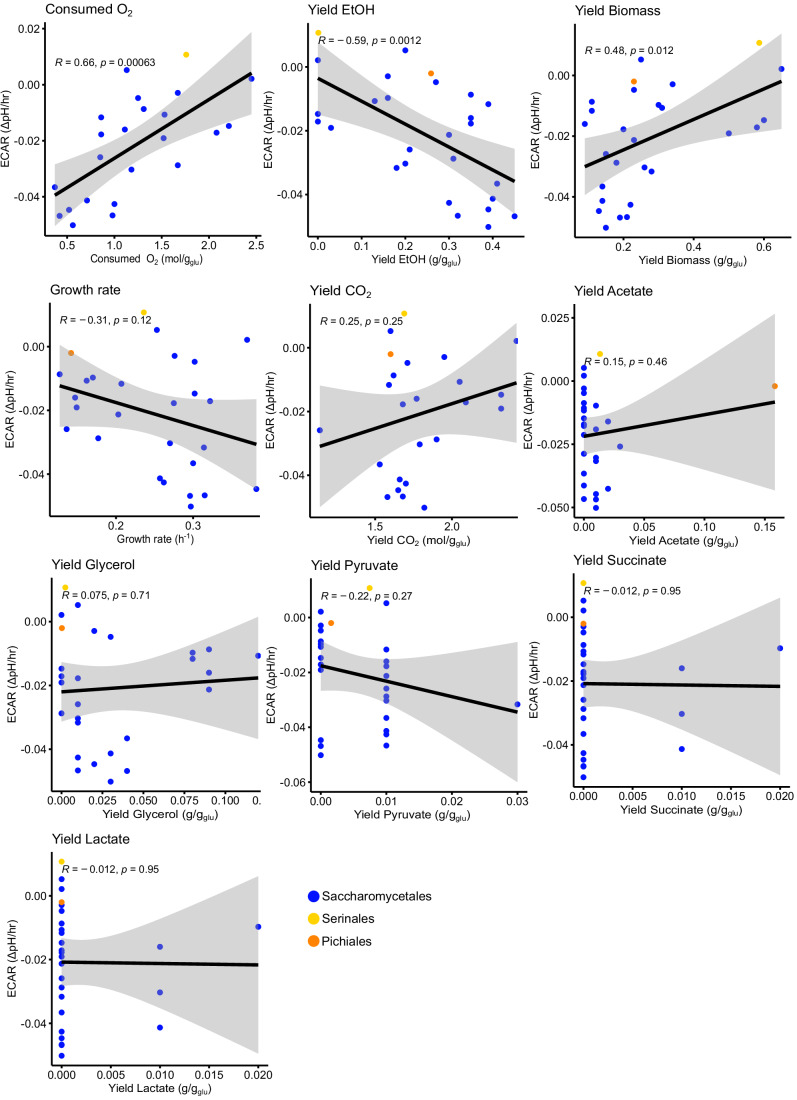
Comparison of ECAR and parameters associated with the Crabtree/Warburg effect. The measured ECAR values were correlated with the parameters associated with ECAR collected by (Hagman et al, 2013). The R and *P* values are based on Pearson’s correlations. Each dot represents a single species and is colored according to the taxonomic order of that species.

### High glycolytic rate correlates with gene duplication in *S. cerevisiae* and relatives

The high glycolytic rate in *S. cerevisiae* is hypothesized to be, at least in part, due to an ancestral WGD and subsequent preferential retention of glycolytic genes (Conant and Wolfe, 2007; Hagman et al, 2013; Conant and Wolfe, 2008). To further validate the results of our screen and test the generality of the hypothesis that having a higher number of glycolytic genes is associated with rapid ECAR across yeasts, we compared the number of glycolytic genes and the measured ECAR from each yeast species in our dataset. We found a significant correlation between the total number of glycolytic genes and ECAR across all yeast species after correcting for phylogeny (Fig. 1B). To interrogate this pattern further, we examined the correlations between the size of the gene families encoding each enzymatic step in glycolysis and ECAR. Again, we found strong correlations when looking at all species (Fig. 1C). However, when we focused on the taxonomic orders containing rapid ECAR species, we noticed that several of these correlations held true in the order Saccharomycetales but were not significant within the order Pichiales (Fig. 1C). When the correlations of individual genes were corrected for phylogeny, we found that the significance values of their correlations were lost in the Saccharomycetales, likely due to the limited power. Thus, the correlation between ECAR and glycolytic gene family size may be driven mainly by the well-known WGD in the Saccharomycetales (Fig. EV3). Altogether, these results suggest that the *Saturnispora* species with the rapid ECAR phenotype in the order Pichiales likely evolved independently from the duplication of glycolytic genes observed in *S. cerevisiae*.

**Figure EV3:**
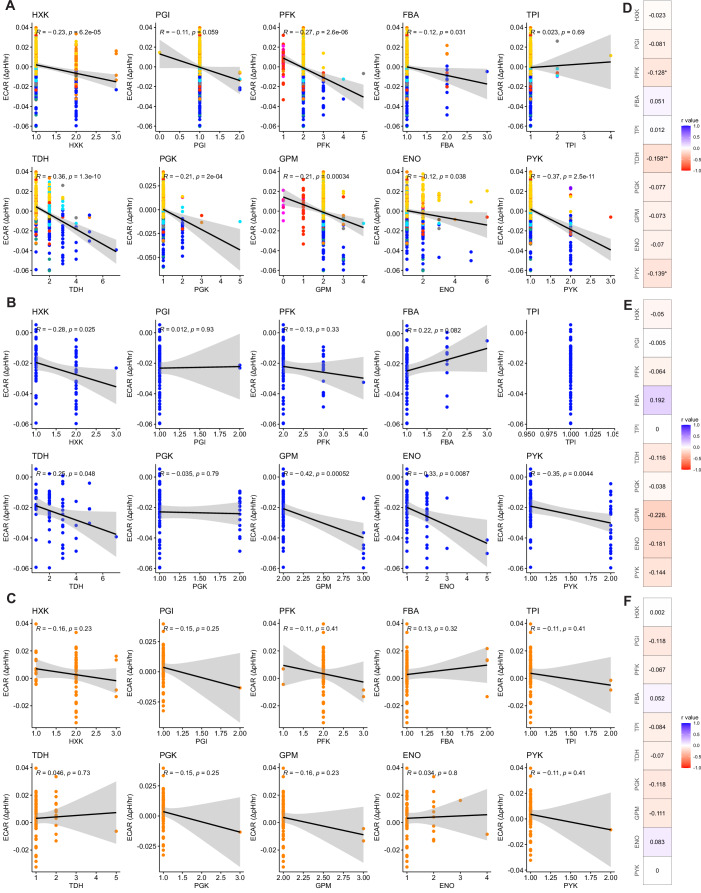
The gene family size of glycolytic genes correlates with ECAR across all yeasts. (**A**–**C**) The correlation between ECAR and the number of homologs of each glycolytic gene showing the Pearson’s correlation and *P* value for (**A**) all phenotyped yeasts, (**B**) the yeasts in the order Saccharomycetales, and (**C**) the yeasts in the order Pichiales. (**D**–**F**) The phylogenetically corrected correlations between ECAR and the number of homologs of each glycolytic gene for (**D**) all phenotyped yeasts, (**E**) the yeasts in the order Saccharomycetales, and (**F**) the yeasts in the order Pichiales. The *R* value from the phylogenetic generalized least squares is in the box and the *P* value is indicated as *P < 0.05 and **P < 0.01. Data points are color-coded according to taxonomic order as in Fig. 1.

### Divergent phenotypes of rapid and low ECAR species in *Saturnispora*

To interrogate the Pichiales-specific rapid ECAR phenotype, we sought to identify closely related species with diverging phenotypes. Within the genus *Saturnispora*, we found that several species consistently showed a rapid ECAR phenotype, namely *Sat. dispora, Sat. hagleri, Sat. serradocipensis, Sat. zaruensis*, and *Sat. saitoi*. Conversely, *Sat. silvae* and *Sat. mendoncae* consistently displayed a low ECAR phenotype (Fig. 2A). Moving forward, we focused on four species, two rapid ECAR and the two low ECAR with the hypothesis that the rapid ECAR species would have metabolic phenotypes more similar to known Crabtree-positive yeasts. To confirm that the acidification reflected rapid glucose consumption, we measured glucose depletion in the media in a typical growth experiment. The rapid ECAR species consumed glucose more rapidly than the low ECAR species (Fig. 2B). The rapid ECAR species even produced ethanol and acetate from overflow metabolism, despite being grown under highly aerobic conditions in baffled flasks (Fig. 2B). Accordingly, the rapid ECAR species also grew to a lower final OD compared to the low ECAR species (Fig. 2C). These divergent metabolic phenotypes show that these rapid ECAR yeasts are highly fermentative and indeed exhibit the Crabtree/Warburg Effect under aerobic conditions, which prompted us to interrogate potential genetic differences between the rapid ECAR and low ECAR species.

**Figure 2:**
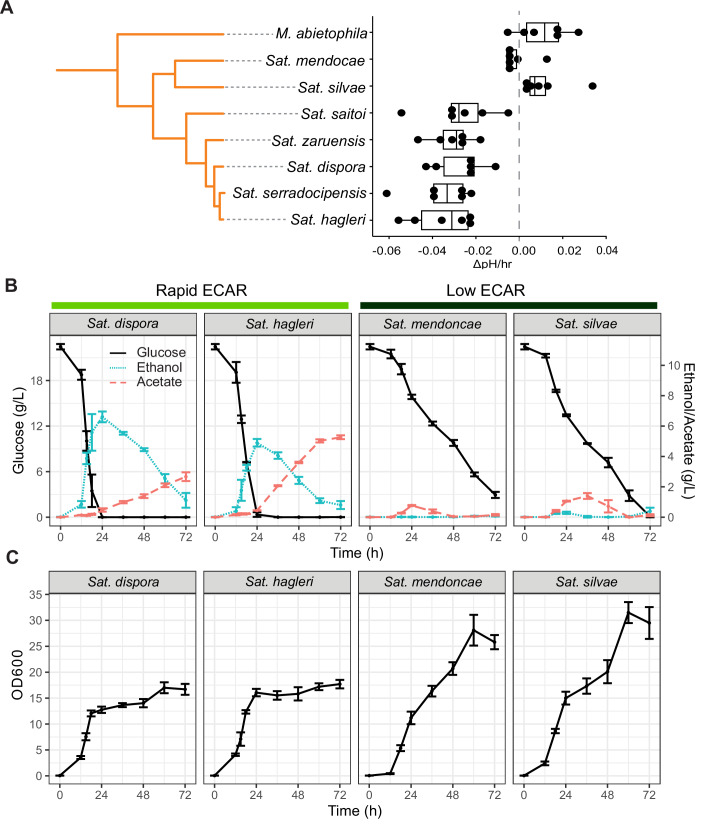
Species within the genus *Saturnispora* display divergent metabolic phenotypes. (**A**) ECAR measurements identified species with consistently low or consistently rapid ECAR within the genus *Saturnispora*. ECAR was also measured for *Martiniozyma abietophila* as a closely related outgroup. The center lines of boxplots represent the median, the bounds of the boxes represent the interquartile range, the whiskers represent the spread of the data, and each dot represents one of six biological replicates. The (**B**) extracellular metabolites in the supernatant and (**C**) growth of two rapid ECAR and two low ECAR species were measured during growth in a 250-ml baffled flask, which was highly aerobic. The error bars represent the standard deviation of four biological replicates, and the point represents the mean. Source data are available online for this figure.

### Transcriptional profiling of rapid and low ECAR species

Since there were no duplications in glycolytic genes in the rapid ECAR *Saturnispora* species (Fig. 1C; Dataset EV1), we used comparative transcriptomics to evaluate differences in gene expression between the rapid and low ECAR species. To compare across species, we mapped the reads to genes in each species, generated counts, summed counts across genes in the same orthogroup, and calculated transcripts per million (TPM) for each orthogroup. 

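RNA-seq libraries were made from 4 biological replicates of each of 4 species, 16 libraries in all. *Sat. dispora* (Sdis) and *Sat. hagleri* (Shag) have rapid ECAR and were collected after 15 h. *Sat. mendoncae* (Smen) and *Sat. silvae* (Ssil) have low ECAR and were collected after 18 h. According to the paper, the species grew at different rates and these hours were chosen to reach mid-log phase in each. The hour of collection still changes together with the ECAR class. The authors trimmed the reads, aligned them with HISAT2 2.1.0, counted read pairs per gene with HTSeq 2.0.3, sharing a pair that fits several genes in fractions, and summed counts and gene lengths over the genes of an orthogroup before they computed TPM. The counts assigned to genes ranged from 9748544 to 12518835 in Sdis (median 11226454), from 8828330 to 12125393 in Shag (median 11282262), from 10026039 to 13928456 in Smen (median 11812044) and from 6196684 to 11817386 in Ssil (median 11177796). Of 5029 orthogroups, the 4232 with a mean TPM of at least 5 and a value above 0 in every species were tested. The values, as log2(TPM + 1), were compared with limma, with all 16 libraries in 1 model and Benjamini-Hochberg adjustment, and an orthogroup was called at an adjusted p under 0.05. An orthogroup counted as higher or lower in rapid ECAR species only if all 4 comparisons of a rapid with a low ECAR species were called in that direction. Differences on this scale understate the change of genes with low TPM. Genes were named through the gene IDs in the paper's Dataset EV4, the part of Dataset EV3 used here, source data and trees. All 35 of these IDs could be tied to an orthogroup because the counts of its genes, divided by their summed length, give its TPM in each library. In this way 10 genes were named, *HXT*, *HXK*, *PFK*, *FBA*, *TPI*, *TDH*, *GPM*, *ENO*, *ADH* and *GAL4*. Apart from the trees of *GAL4*, these sources concern predicted transcription factor binding sites in promoters. Which glycolytic genes could be named may therefore depend on such sites.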

Since our primary interest was the glycolytic rate trait, we specifically retrieved the orthogroups encoding central carbon metabolism genes. These data revealed that the rapid ECAR species had significantly higher expression of several glycolytic genes, especially genes encoding hexokinases and the enzymes of lower glycolysis (*TDH*, *GPM*, *ENO*, *PYK*) (Fig. 3). 

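*HXK*, which encodes the hexokinase that phosphorylates glucose on entry, had 1014 ± 39.9 TPM in Sdis and 1296 ± 120.0 TPM in Shag, against 300.4 ± 15.6 TPM in Smen and 177 ± 19.6 TPM in Ssil (mean ± SD, n = 4 replicates each). *GPM*, which encodes the phosphoglycerate mutase, was at 7972 ± 430.0 TPM in Sdis and 8173 ± 1615 TPM in Shag and fell to 2291 ± 147 TPM in Smen and 2399.99 ± 272 TPM in Ssil. For *ENO*, the enolase gene, the means were 12601 ± 965 TPM in Sdis, 12740.0 ± 1858 TPM in Shag, 6544 ± 230.1 TPM in Smen and 6444 ± 899 TPM in Ssil. *TDH*, which encodes glyceraldehyde-3-phosphate dehydrogenase, had the smallest difference of these genes, with 31006 ± 1557 TPM in Sdis, 32889.7 ± 4174 TPM in Shag, 18620.2 ± 914 TPM in Smen and 25068 ± 1643 TPM in Ssil. *FBA*, the aldolase gene of upper glycolysis, stood at 8402 ± 466 TPM in Sdis and 10025 ± 603 TPM in Shag against 1715 ± 66.9 TPM in Smen and 4285 ± 705 TPM in Ssil.
On the log2 scale the mean of the rapid ECAR species exceeded that of the low ECAR species by 2.31 for *HXK* (SE 0.06), 1.78 for *GPM* (SE 0.09), 1.77 for *FBA* (SE 0.07), 0.96 for *ENO* (SE 0.09) and 0.56 for *TDH* (SE 0.08). All 5 were called in each of the 4 species pairs, and the weakest pair, Sdis against Ssil for *TDH*, had an adjusted p of 0.0128 in limma. Every replicate of Sdis and Shag lay above every replicate of Smen and Ssil for each of these genes, and each pair of species gave an exact two-sided permutation p of 0.0286, the smallest that 4 replicates against 4 allow. The SEs and tests above use the replicates within species. With the 4 species means as the samples, limma called 0 of the 8 named genes of glycolysis and fermentation. Its SEs were then 0.66 (*HXK*) to 1.69 (*TDH*). With so few samples limma draws them largely from the spread of the other orthogroups. They therefore do not measure how far the species means of each gene scatter within an ECAR class. *PFK*, whose product commits sugar to glycolysis, was called higher in 3 of the 4 pairs, with 519 ± 34.0 TPM in Sdis and 693 ± 98.8 TPM in Shag, 190 ± 5.34 TPM in Smen and 556 ± 30.7 TPM in Ssil. Its difference between Sdis and Ssil was not called in TPM (limma, adjusted p = 0.322), but this depends on the scaling. Ssil minus Sdis was 0.10 in TPM and 0.06 with quantile normalization (limma adjusted p = 0.513). It was -0.97 when each library was rescaled by its median ratio to the others (limma adjusted p = 5.8e-09) and -0.23 without gene length (limma adjusted p = 0.0176). The summed coding length of the *PFK* orthogroup is 2981 codons in Smen against 1937 in Sdis and Shag and 1914 in Ssil, which lowers its TPM in Smen. Of the 13 genes of glycolysis and fermentation listed before the data were examined, 8 could be named and tested, and 6 of these were higher in rapid ECAR species and 0 lower (6 and 0 when adjusted over the list alone). The 8 genes were named from data on predicted binding sites in promoters, so they need not represent glycolysis as a whole. As a set they ranked above the other orthogroups with camera (p = 5.8e-08), and with an estimated correlation between genes the p was 0.0426. The latter did not pass after adjustment over the 5 lists tested (0.0778). *PGI*, *PGK*, *PYK* and a second *HXK* orthogroup were not analysed here.

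**Figure D1:**
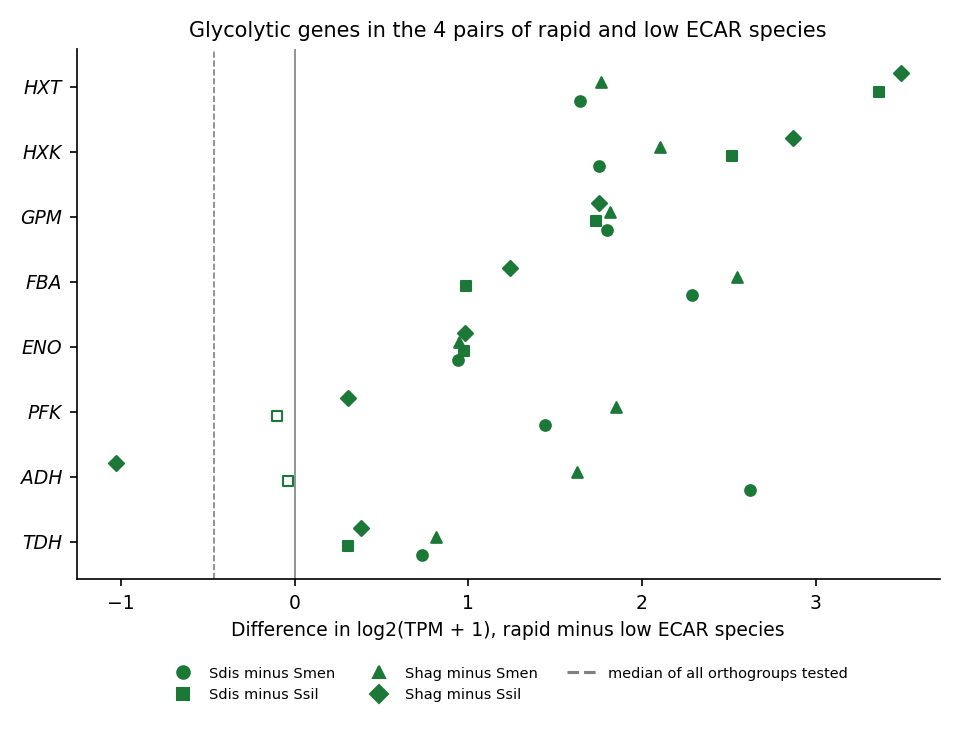
Difference in log2(TPM + 1) between each rapid and each low ECAR species (horizontal axis) for the 8 named genes of glycolysis and fermentation. Filled symbols have a limma adjusted p under 0.05, the symbol shape gives the species pair, and the dashed line marks the median of all 4232 orthogroups, -0.46; *HXT*, *HXK*, *GPM*, *FBA*, *ENO* and *TDH* lie to the right of 0 in all 4 pairs.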

The rapid ECAR species also had significantly higher expression of the genes encoding the hexose transporters (*HXT*) and the first step towards alcoholic fermentation, pyruvate decarboxylase (*PDC*) (Fig. 3). These transcriptional differences are consistent with the rapid glucose consumption and aerobic fermentation phenotype. Accordingly, we also found that the low ECAR species had higher expression of genes encoding tricarboxylic acid (TCA) cycle enzymes. In particular, we noted that the expression of the gene encoding pyruvate carboxylase and multiple genes encoding components of the pyruvate dehydrogenase complex had significantly lower expression in the rapid ECAR species, which suggests that reduced respiratory capacity also contributes to overflow metabolism (Fig. EV4). 

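*HXT*, which encodes hexose transporters of the plasma membrane, had 2237 ± 155 TPM in Sdis and 2435 ± 159 TPM in Shag, against 714 ± 35.6 TPM in Smen and 216 ± 6.38 TPM in Ssil (mean ± SD, n = 4 replicates each). In TPM, this was the largest difference between rapid and low ECAR species among the named genes, 2.57 on the log2 scale (SE 0.05), and the largest adjusted p over the 4 species pairs was 5.5e-12 in limma. Between the rapid ECAR species *HXT* was not found to differ in TPM (exact two-sided permutation test of Shag against Sdis, p = 0.114). Without Shag replicate 3 it was called (log2 difference of Shag minus Sdis 0.17, limma adjusted p = 0.0373). It also depends on the scaling, since Shag minus Sdis was -0.31 after median-ratio rescaling (limma adjusted p = 0.0104) and 0.38 after quantile normalization (limma adjusted p = 0.00877). The *HXT* orthogroup holds 1 gene in Sdis and in Shag, of 530 and 528 codons, and 2 genes in Smen and in Ssil, whose summed lengths of 1077 and 1121 codons lower the TPM of these species. When gene length was left out, so that counts were scaled to the library total alone, the difference of *HXT* was 1.67 and was still called in all 4 pairs. It then lay below those of *HXK* (2.46), *GPM* (1.93) and *FBA* (1.92). The *ADH* orthogroup, for alcohol dehydrogenase, the enzyme after pyruvate decarboxylase, did not follow the ECAR class. Its means were 2295 ± 217 TPM in Sdis, 1155 ± 136 TPM in Shag, 371 ± 26.0 TPM in Smen and 2350.3 ± 193 TPM in Ssil. It holds 3 genes in Sdis, in Shag and in Ssil, so its TPM need not follow that of any 1 of them. It was called higher in both rapid ECAR species than in Smen, lower in Shag than in Ssil, and not between Sdis and Ssil (limma, adjusted p = 0.741). The last comparison depends on the scaling, since Ssil minus Sdis was 0.04 in TPM, -1.04 with median-ratio rescaling (limma adjusted p = 1.5e-07) and 0.83 with quantile normalization (limma adjusted p = 6.4e-09). *PDC* was not analysed here.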

The differences at the transcriptional level of both glycolysis and the TCA cycle support the conclusion that the metabolisms of these closely related yeasts are highly divergent and that low ECAR species favor aerobic respiration.

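*HXT* (hexose uptake), *HXK*, *FBA*, *TDH*, *GPM* and *ENO* (glycolysis) were higher in both rapid ECAR species than in both low ECAR species, with the differences given with Fig. 3 (n = 4 replicates per species). These 6 of the 8 named genes of glycolysis and fermentation separated the species by ECAR class. The 4 species can also be parted into 2 pairs in other ways, a comparison chosen after the counts were seen: Sdis and Smen differed from Shag and Ssil in 0 of these 8 genes and Sdis and Ssil from Shag and Smen in 1. When every library was rescaled by its median ratio to the others, *HXT*, *HXK*, *FBA*, *TDH*, *GPM* and *ENO* were still called in all 4 species pairs. In this order their log2 differences were then 3.07, 2.81, 2.27, 1.07, 2.28 and 1.47. The rescaling divides each library by a factor of its own, so it shifts nearly all orthogroups by about the same amount. That these differences were larger than in TPM follows from this shift and is no independent check of these genes. With the same shift, *PFK* was also called in all 4 species pairs, with a log2 difference of 1.38 and a largest adjusted p of 1.1e-08 in limma.
Over the whole transcriptome, 239 orthogroups were higher and 882 lower in both rapid ECAR species, out of 4232 tested with limma. After the rescaling, 557 were higher and 620 lower, and the median difference over all orthogroups moved from -0.46 to 0.03 on the log2 scale. The division by ECAR class called 1121 orthogroups, against 938 for Sdis and Smen against Shag and Ssil, and for Sdis and Ssil against Shag and Smen 128 were higher and 165 lower. Against Sdis, 2421 orthogroups were higher and 713 lower in Shag, 2165 higher and 1118 lower in Smen, and 2957 higher and 842 lower in Ssil. After the rescaling these were 1458 and 1478, 1629 and 1714, and 1820 and 1805. By the smallest difference over the 4 species pairs, the orthogroup that rose most was OG0000764, which had a mean of 60.2 TPM in Sdis and 93.1 TPM in Shag against 1.03 TPM in Smen and 0.302 TPM in Ssil. The one that fell most was OG0000173, which had 0.123 TPM in Sdis and 0.401 TPM in Shag against 95.7 TPM in Smen and 344 TPM in Ssil. The tables used here, which hold part of Dataset EV3, do not pair these IDs with gene names. The paper concludes that these closely related yeasts have highly divergent metabolisms and that the low ECAR species favor aerobic respiration. As support it gives higher expression of glycolytic genes such as *HXK*, *TDH*, *GPM* and *ENO* and lower expression of TCA cycle genes in rapid ECAR species (Fig. 3, Fig. EV4). It had also found that the rapid ECAR species used glucose faster, made ethanol and acetate and reached a lower final OD (Fig. 2). The genes of the TCA cycle and the glyoxylate shunt were not analysed here. Each ECAR class is represented by 2 species, so differences between the classes rest on 4 species and not on 16 independent cultures. The paper describes the rapid ECAR species as a clade of the genus, so these differences cannot be told apart from shared descent.

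**Figure D2:**
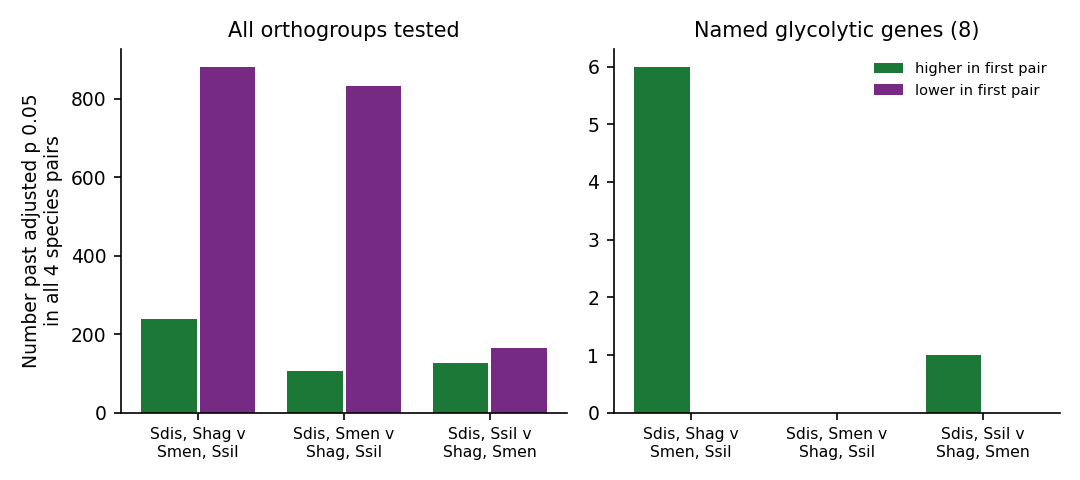
Number of orthogroups (left) and of named genes of glycolysis and fermentation (right) called with limma at an adjusted p under 0.05 in all 4 species pairs, for the 3 ways to part the 4 species into pairs. Green bars count those higher and purple bars those lower in the first pair of species; of the 8 genes, 6 are higher in Sdis and Shag than in Smen and Ssil.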

**Figure 3:**
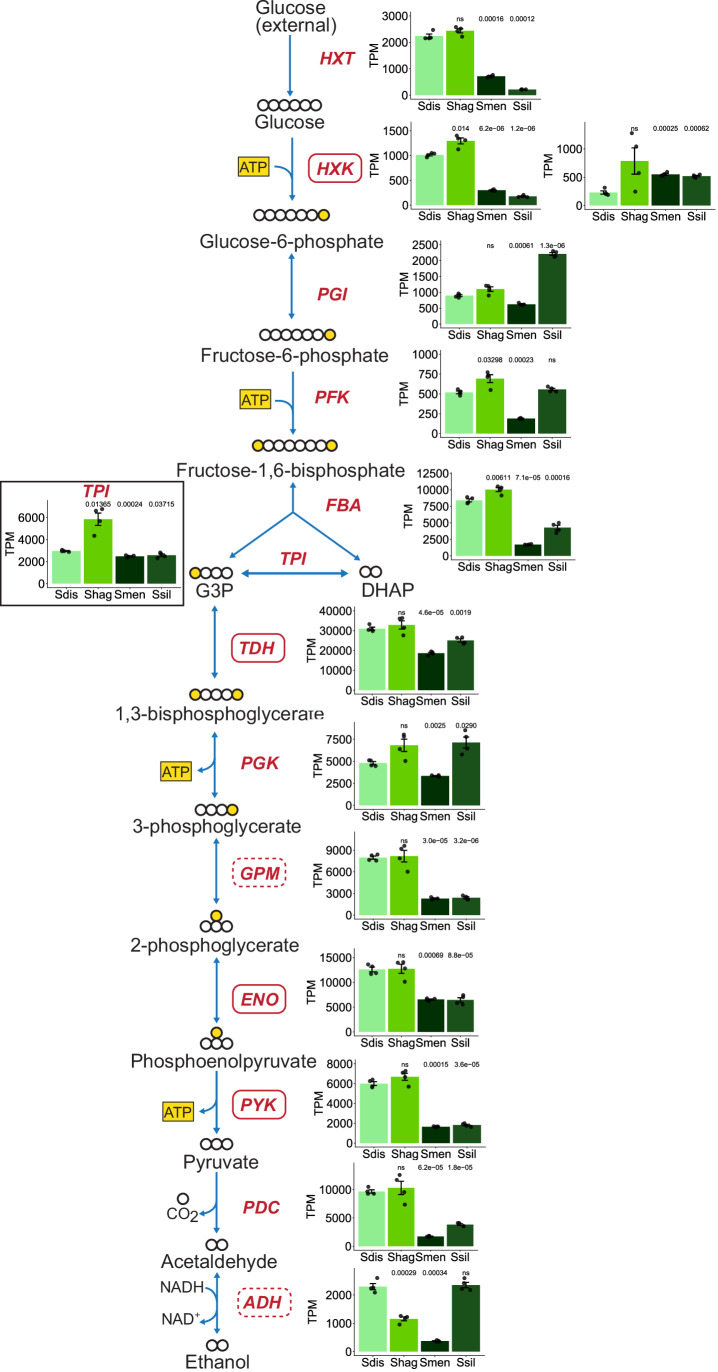
Divergent expression patterns of glycolytic genes between rapid ECAR and low ECAR *Saturnispora* species. The gene expression for orthologous glycolytic genes across two rapid ECAR (*Sat. dispora* Sdis, *Sat. hagleri* Shag) and two low ECAR (*Sat. mendoncae* Smen, *Sat. silvae* Ssil) are shown as transcripts per million (TPM). The bar height represents the average of four biological replicates; each replicate is shown as a black dot, and the error bars represent the standard error of the mean. The significance is relative to the TPM in *Sat. dispora* (ns not significant). In the schematic of glycolysis, carbon backbones are white, and phosphates are yellow. Boxes around gene names are orthologous to genes that have retained duplicates in *S. cerevisiae* as in Fig. 1C; solid boxes indicate duplicates retained in all post-WGD yeasts, whereas the dashed boxes indicate duplicates retained in some but not all post-WGD yeasts (Conant and Wolfe, 2007).

**Figure EV4:**
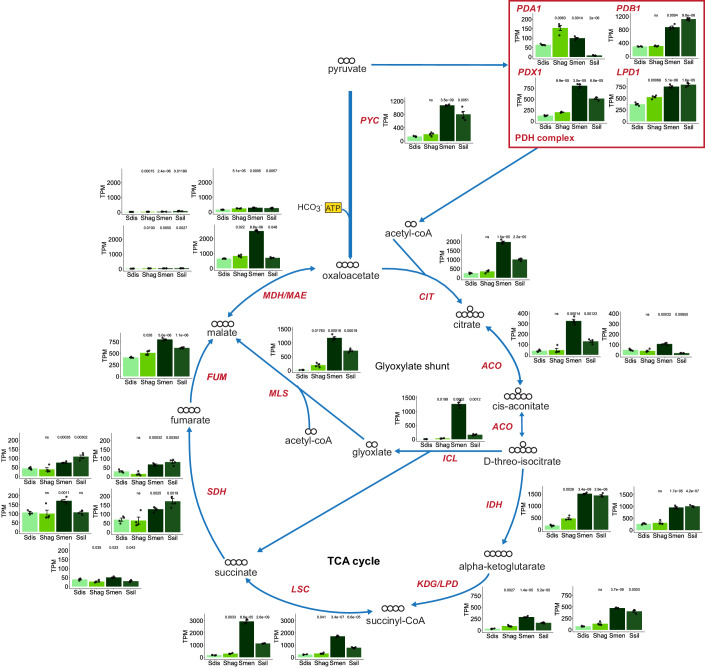
Divergent expression patterns of TCA cycle genes between rapid ECAR and low ECAR *Saturnispora* species. The gene expression for orthologous genes in the TCA cycle and glyoxylate shunt across two rapid ECAR (*Sat. dispora* Sdis, *Sat. hagleri* Shag) and two low ECAR (*Sat. mendoncae* Smen, *Sat. silvae* Ssil) are shown as transcripts per million (TPM). The bar height represents the average of four biological replicates: each replicate is shown as a black dot, and the error bars represent the standard error of the mean. The significance is relative to the TPM in *Sat. dispora* (ns not significant). In the schematic of glycolysis, carbon backbones are white.

### The Gal4p transcription factor contributes to the rapid glycolytic rate in rapid ECAR *Saturnispora*

Since we observed such a striking difference in the expression of glycolytic genes between rapid and low ECAR yeasts, we hypothesized that this difference was due to genetic differences in the regulatory regions of their glycolytic genes. To test this hypothesis, we retrieved the nucleotide sequences 1 kb upstream of each glycolytic gene as the putative promoter sequences of these species, as well as other Pichiales for comparison. We predicted the conserved transcription factor (TF) binding sites in these putative promoters to identify TFs that had more binding sites in our rapid ECAR species compared to the low ECAR species. We found that the promoters of some glycolytic genes had additional Gal4p-binding sites in the rapid ECAR species (Fig. 4A; Dataset EV3). 

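*TDH* had the highest TPM of the named genes of glycolysis and fermentation in all 16 libraries. It exceeded the next of them by 2.30 to 2.61 times in Sdis, 2.46 to 2.73 times in Shag, 2.79 to 2.89 times in Smen and 3.60 to 4.21 times in Ssil (range over n = 4 replicates). Its transcripts took 3.32% to 3.62% of the counts in genes in Sdis and 3.04% to 3.72% in Shag, against 1.85% to 2.04% in Smen and 2.06% to 2.33% in Ssil. The coding length of *TDH* is 336 codons in every species, so the differences between species do not come from its own length. The lengths of the other genes still enter its TPM. Its log2 difference of rapid from low ECAR species was 0.56 in TPM and 0.71 without gene length.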

In rapid ECAR *Saturnispora*, there was an extra predicted Gal4p-binding site in the promoter of *TDH*, the most highly expressed glycolytic gene. There were also uniquely predicted Gal4p-binding sites in the promoters of *HXK* and *ENO* in the rapid ECAR species, which were absent from the low ECAR species (Fig. 4A; Dataset EV4). Interestingly, when we compared these promoters to all other Pichiales species assayed, we found that there was considerable variation and that *Saturnispora* spp. have more Gal4p-binding sites in the glycolytic gene promoters compared to most other Pichiales, suggesting that this regulatory rewiring may be a recent innovation.

**Figure 4:**
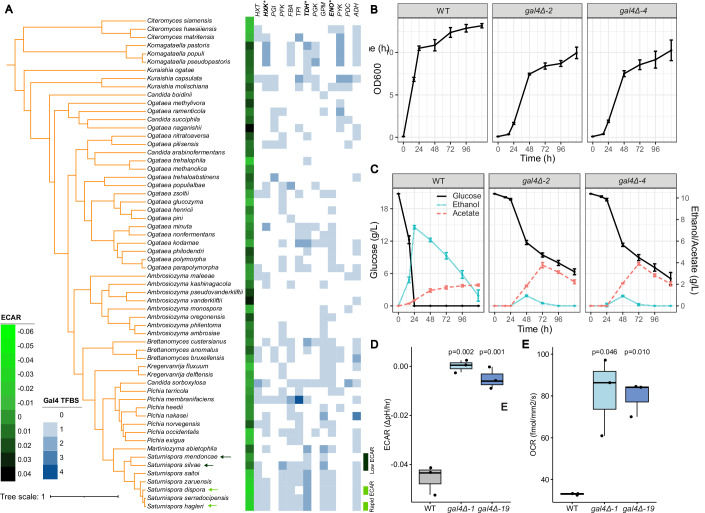
The Gal4p transcription factor contributes to the rapid ECAR metabolic phenotype in *Sat. dispora.* (**A**) The number of predicted Gal4p-binding sites in the putative promoters 1 kb upstream of each glycolytic gene in all tested Pichiales species. The genes marked with an asterisk have an additional binding site in the rapid ECAR species. The focal rapid and low ECAR species used in this study are highlighted with arrows on the phylogeny. The (**B**) growth and (**C**) extracellular metabolites for the *Sat. dispora* wild-type (WT) control and two independent *gal4Δ* deletion mutants. Two high ECAR and two low ECAR species were measured during growth in a highly aerobic 250-ml baffled flask. The error bars represent the standard deviation of four biological replicates, and the point represents the mean. (**D**) The *gal4Δ* deletion mutants showed a low ECAR phenotype compared to the parent (WT) control. (**E**) The *gal4Δ* deletion mutants displayed higher oxygen consumption rates (OCR) at 90 min post-inoculation compared to the parent (WT) control. The center lines of boxplots represent the median, the bounds of the boxes represent the interquartile range, the whiskers represent the spread of the data, and each dot represents one of three biological replicates. The *P* values shown are the results of two-sided *t* tests compared to the wild-type control. Source data are available online for this figure.

To investigate the importance of Gal4p in the rapid ECAR phenotype, we performed a phylogenetic analysis and found that, despite some lineage-specific duplications in this orthogroup, *GAL4* is likely a 1:1 ortholog in *S. cerevisiae*, *K. phaffii*, *Sat. dispora*, and most yeasts (Fig. EV5). 

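The *GAL4* orthogroup, whose gene encodes a zinc-cluster transcription activator, holds 1 gene in each of the 4 *Saturnispora* species sequenced and was expressed in every library. Its level was 77.0 ± 4.73 TPM in Sdis, 80.3 ± 8.84 TPM in Shag, 68.3 ± 1.14 TPM in Smen and 169 ± 12.3 TPM in Ssil (mean ± SD, n = 4 replicates each). In TPM, *GAL4* was higher in Ssil than in Sdis by 1.12 on the log2 scale (SE 0.09, limma adjusted p = 2.4e-09), but after median-ratio rescaling this difference was 0.06 and was not called (limma adjusted p = 0.529). It was called with quantile normalization (0.29, limma adjusted p = 0.00223) and without gene length (0.74, limma adjusted p = 7.4e-08). Ssil exceeded Shag under both scalings, since Shag minus Ssil was -1.07 in TPM and -0.43 after rescaling (limma adjusted p = 7.6e-09 and 1.7e-04). In TPM, the 2 tests differ over Smen. Shag against Smen had a limma adjusted p of 0.0324 and an exact two-sided permutation p of 0.143. Sdis against Smen had a limma adjusted p of 0.0894 and an exact two-sided permutation p of 0.0286. Without Shag replicate 3, whose *GAL4* value lay apart from the other Shag replicates, limma called both (adjusted p = 0.00135 and 0.0316). The mean difference of rapid from low ECAR species was -0.45 (SE 0.06) and turned to 0.05 when the libraries were rescaled by their median ratio and to -0.02 with quantile normalization, so its sign and size depend on the scaling. Between Shag and Sdis *GAL4* was not found to differ in TPM (exact two-sided permutation test, p = 0.457) and had a difference of -0.37 for Shag minus Sdis after rescaling (limma adjusted p = 9.8e-04).

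**Figure D3:**
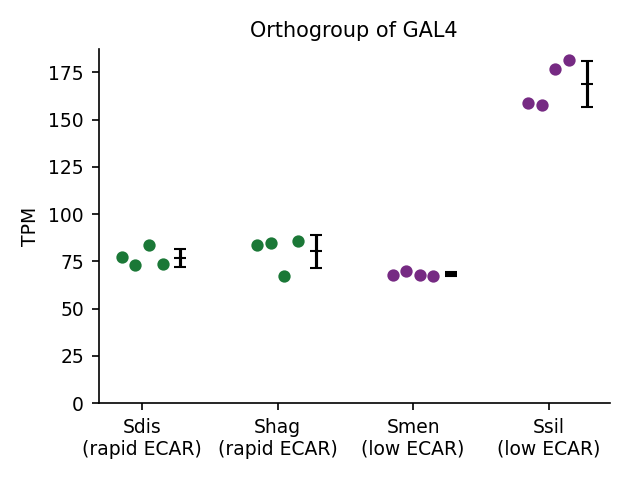
TPM of the *GAL4* orthogroup in each replicate (points) of the 4 species, with the mean and SD beside them; green marks rapid and purple low ECAR species. Ssil lies between 158 and 182 TPM, above the other 3 species in TPM.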

We then developed a system to genetically modify a rapid ECAR yeast, *Sat. dispora*, based on methods previously described for *K. phaffii* (De Schutter and Callewaert, 2012) and generated a deletion mutant by replacing this *GAL4* ortholog with a *kanMX* or *natMX* resistance cassette using long homology to direct homologous recombination. Two independent deletion mutants lacking *GAL4* had decreased glucose consumption, ethanol production, and a low ECAR phenotype (Fig. 4B–D). We also found that mutants lacking *GAL4* had a more respiratory phenotype with a higher oxygen consumption rate (Figs. 4E and EV6), further supporting the hypothesis that the Gal4p transcription factor is required for the rapid ECAR metabolic phenotype and aerobic fermentation in *Sat. dispora*.

**Figure EV5:**
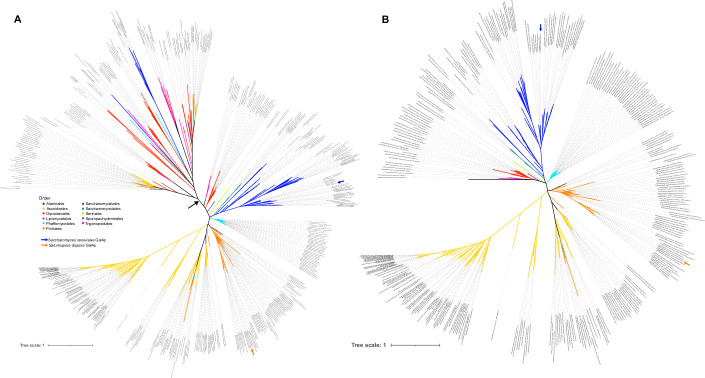
Unrooted phylogeny of the Gal4p orthologs in the budding yeasts used in this study. (**A**) A phylogeny including all translated amino acid sequences of genes in the orthogroup containing canonical Gal4p. A black arrow indicates the location of a branch, which was pruned in (**B**) due to the length of the branch and the topological incongruence with the species phylogeny in this part of the tree, suggesting that these are likely other related C6 zinc transcription factors. The Newick files for these trees are available as source data. The location of the Gal4p orthologs from *S. cerevisiae* and *Sat. dispora* are highlighted on both trees, and the branches are colored according to the taxonomic order. Source data are available online for this figure.

**Figure EV6:**
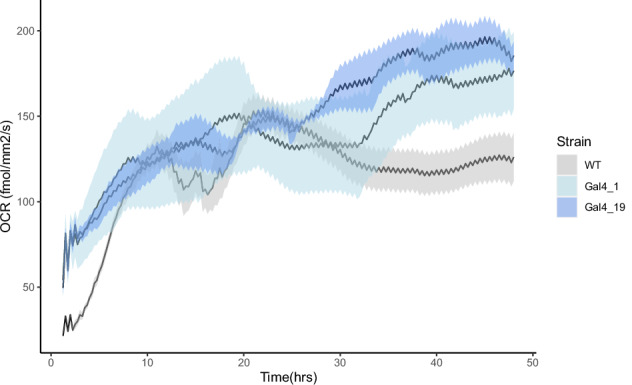
The respiration profile of *Sat. dispora* and *gal4Δ* deletion mutants over 48 h of growth. For each strain, the black line represents the average oxygen consumption rate (OCR), and the shaded area represents the standard error of the mean. Note that both mutants (Gal4_1, Gal4_19) have considerably higher OCR at several phases of the experiment, including the beginning and end.

To test whether there was a direct cis-regulatory effect of Gal4p, we also made a GFP reporter construct driven by the *Sat. dispora TDH* promoter. Furthermore, we made a version of this reporter in which the predicted Gal4p-binding sites were mutated using site-directed mutagenesis. We inserted these reporters into a genomic safe haven, in which there were no predicted genes, in both the wild-type background and the *gal4Δ::natMX* deletion mutants. The expression of GFP was significantly reduced in the wild-type background when the predicted binding sites were mutated. The expression was also significantly reduced when the reporter construct with intact Gal4p-binding sites was transformed into the *gal4Δ::natMX* mutant. Together, these results show that, in the absence of either the trans-acting transcription factor or the cis-regulatory binding sites, the promoter activity is greatly reduced (Fig. 5A–C). Although the GFP expression was very low in the *gal4Δ::natMX* deletion background, there was a small but significant difference between the wild-type and mutant reporter constructs, suggesting that the mutations may also have interfered with the ability of other transcription factors to bind. Altogether, this result directly shows that Gal4p is necessary to activate the most highly expressed glycolytic gene.

**Figure 5:**
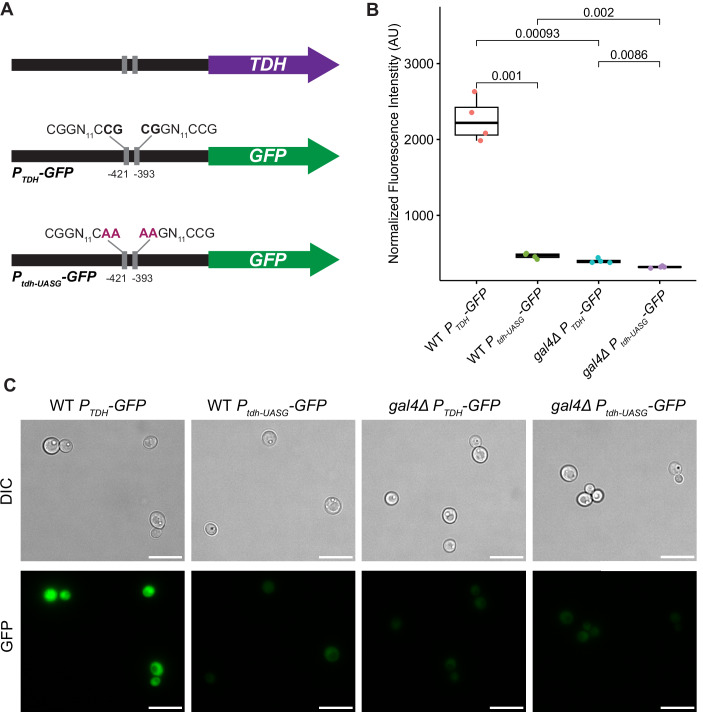
Gal4p is required for the induction of the *TDH* promoter. (**A**) A schematic diagram showing the location of the predicted Gal4p-binding sites in the *TDH* promoter, the reporter construct, and the mutations made in the predicted Gal4p-binding sites in the reporter construct promoter. (**B**) The fluorescence intensity of the wild-type and *gal4Δ* deletion mutants containing the reporter with the wild-type *TDH* promoter (*P*_*TDH*_*-GFP*) or the mutated *TDH* promoter (*P*_*tdh-UASG*_*-GFP*). The fluorescence of each reporter-expressing strain was normalized to its respective control strain (i.e., wild-type and *gal4Δ* mutants) lacking any reporter. The center lines of boxplots represent the median, the bounds of the boxes represent the interquartile range, the whiskers represent the spread of the data, and each dot represents one of four biological replicates. The *P* values shown are the results of two-sided *t* tests comparing the strains as indicated. (**C**) Representative images of the GFP fluorescence from the strains carrying the reporter constructs. The scale bar represents 10  μm. Uncropped images are available as source data. Source data are available online for this figure.

## Discussion

The discovery of shared or novel mechanisms to increase glycolytic rate can help us understand the evolutionary constraints and guide the manipulation of this trait across diverse yeast species. In this study, we developed an assay to assess variation in glycolytic rate across the yeast subphylum. Comparative genomics corroborated previous reports that duplications of glycolytic genes were associated with increased glycolytic rates in yeasts, particularly in the Saccharomycetales where a WGD occurred (Conant and Wolfe, 2007; Hagman and Piškur, 2015; Dashko et al, 2014; Hagman et al, 2013; Lin and Li, 2011). However, there were no duplications or expansions in glycolytic genes associated with the rapid ECAR phenotype in the Pichiales. This contrast suggested that the rapid ECAR phenotype we observed in several *Saturnispora* species had an independent mechanism. Using transcriptomics, we observed that several glycolytic genes were upregulated in species with rapid ECAR. While these results were consistent with the phenotypic observations, we were surprised to see how closely they mirrored the gene duplications in *S. cerevisiae* (Conant and Wolfe, 2007). In particular, the genes encoding enzymes in lower glycolysis, which were duplicated and retained in *S. cerevisiae*, had much higher expression in the rapid ECAR species. 

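Of the 5 enzymes of lower glycolysis, *TDH*, *GPM* and *ENO* could be named, and 3 of 3 were higher in rapid ECAR species in all 4 species pairs (3 when adjusted over the list alone). Their mean log2 difference between rapid and low ECAR species was 1.10, against 1.65 for the upper glycolytic genes *HXK*, *PFK* and *FBA*, of which 2 of 3 were called (2 when adjusted over the list alone). The paper's Results single out hexokinase together with lower glycolysis. With *HXK* placed beside *TDH*, *GPM* and *ENO*, the mean was 1.40, against 1.32 for *PFK* and *FBA*, a gap that was not tested. As a set, the lower glycolytic genes ranked above the other orthogroups with camera (p = 0.00193), and with an estimated correlation between genes the p was 0.0864. The genes with duplicates retained in *S. cerevisiae* that could be named, *HXK*, *TDH*, *ENO*, *GPM* and *ADH*, had a mean log2 difference of 1.28, with 4 of 5 called higher. *PFK* and *FBA*, without retained duplicates, had a mean of 1.32, with 1 of 2 called (4 and 1 when adjusted over the list alone). With a correlation between genes set beforehand, camera gave p = 3.2e-05 for the former genes and p = 0.0055 for the latter. An estimated correlation gave p = 0.0652 and p = 0.0467 in camera. With the estimated correlation neither set passed after adjustment over the 5 lists tested (0.0815 and 0.0778), nor did the lower glycolytic genes (0.0864). The difference between both sets of genes, -0.04, was not detectable with these 7 genes (exact two-sided permutation test over genes, p = 0.905), and *PGI*, *TPI*, *PGK* and *PYK* did not enter it. This test treats genes as independent replicates, which they are not, and with so few genes it could miss a difference.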

The association of elevated expression of lower glycolysis genes with aerobic fermentation is also consistent with previous evidence that pull through lower glycolysis is key to fermentative capacity (Smits et al, 2000). Furthermore, lower glycolysis carries more flux than any biochemical alternative (Court et al, 2015), suggesting that upregulating these existing genes may be the most effective strategy to increase glycolytic rate.

Since the driving force between this phenotypic difference seemed to be at the transcriptional level, we retrieved the putative promoter sequences upstream of glycolytic genes to identify transcriptional activators that had more binding sites in the promoters in rapid ECAR species. Several of the glycolytic gene promoters had more conserved binding sites for the Gal4p transcription factor. Although Gal4p is well characterized for its role in activating the Leloir pathway for galactose catabolism in *S. cerevisiae* (Johnston, 1987), it is also known to have other roles in metabolism in different yeasts (Askew et al, 2009; Kim et al, 2024; Ata et al, 2018). Indeed, in another Pichiales yeast, the protein production chassis, *K. phaffii*, overexpression of Gal4p has been shown to induce overflow metabolism (Ata et al, 2018). In the case of *Sat. dispora*, this yeast natively has a rapid glycolytic rate and produces ethanol and acetate as overflow metabolites. The promoters with additional Gal4p-binding sites in rapid ECAR species compared to the low ECAR species in *Saturnispora* were upstream of *HXK, TDH*, and *ENO*. This configuration again bore a striking parallel to modeling in *S. cerevisiae* that predicted these three enzymes have a large impact on flux when their abundance decreases (Conant and Wolfe, 2007). These results provide mechanistic insights into how the transcriptional activation of glycolysis in *Saturnispora* evolved and suggest that the modeling predicting the importance of these three key glycolytic enzymes extends to other yeasts beyond *S. cerevisiae*. Yeasts are also known to show high interspecific variation across their promoters, thereby rewiring expression patterns that influence trait elaboration related to broad biological processes, including metabolism (Siddiq and Wittkopp, 2022; Kuang et al, 2018) and mating (Tsong et al, 2006).

To confirm the direct influence of Gal4p on the rapid ECAR phenotype, we developed a transformation protocol for *Sat. dispora*. The deletion of *GAL4* decreases the glucose consumption rate and renders the mutants more respiratory than fermentative. This result confirms the importance of the Gal4p transcription factor in the rapid ECAR phenotype. 

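*TDH*, which encodes a glycolytic dehydrogenase that reduces NAD+, ranked 1 among all orthogroups by TPM in the 4 libraries of Sdis and in the 4 libraries of Shag, and it ranked 1 in these 8 libraries by counts per gene as well. By TPM *TDH* ranked 3 in every library of Smen and 2 in every library of Ssil, and by counts per gene it ranked 2 in both species. Both orthogroups above it in Smen, at 31308 ± 1239 TPM and 26849.6 ± 1563 TPM (mean ± SD, n = 4), and the one above it in Ssil, at 41165 ± 760.2 TPM, are not paired with a gene name in the tables used here. Between Shag and Sdis, *TDH* was not found to differ in TPM (log2 difference of Shag minus Sdis 0.08, SE 0.11, limma adjusted p = 0.522). After median-ratio rescaling the difference was -0.35 (limma adjusted p = 0.0253). Shag exceeded Ssil by 0.39 on the log2 scale in TPM (limma adjusted p = 0.0033) and by 1.03 after the rescaling (limma adjusted p = 2.1e-06).

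**Figure D4:**
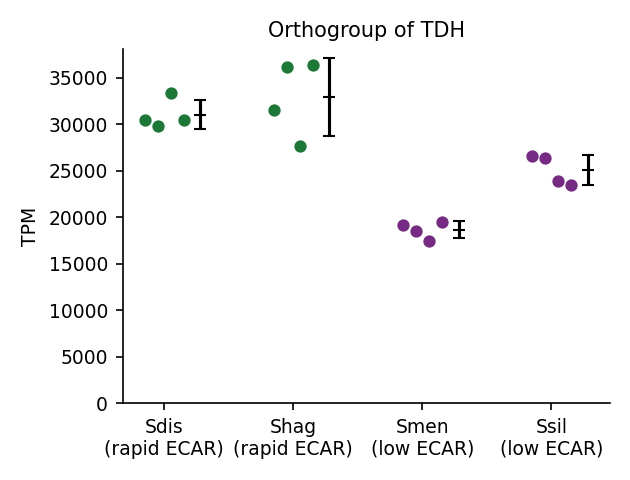
TPM of the *TDH* orthogroup in each replicate (points) of the 4 species, with the mean and SD beside them; green marks rapid and purple low ECAR species. The 8 libraries of Sdis and Shag lie between 27611 and 36382 TPM and those of Smen between 17404 and 19502 TPM.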

To ensure that *GAL4* deletion had a specific impact on the cis-regulation of glycolytic genes, we developed a reporter system using the promoter of *TDH*, which was the most highly expressed gene in both *Sat. dispora* and *Sat. hagleri*. Furthermore, the enzyme encoded by *TDH* is modeled to be the rate-limiting step in glycolysis during the Crabtree/Warburg Effect in cancer cells (Shestov et al, 2014), which underscores its importance in aerobic fermentation. Through monitoring the expression of GFP as a reporter under the *TDH* promoter, we found that, if either the *GAL4* gene was missing or if the Gal4p-binding sites were mutated, the GFP expression was greatly reduced, showing that both the transcription factor Gal4p and its cis-regulatory binding sites are directly required for induction. Although Gal4p is required for the high glucose consumption rate of *Sat. dispora*, we can also infer that there are likely additional factors that contribute to the divergence in phenotypes of the rapid and low ECAR species. For example, the *gal4Δ* mutants still accumulated high levels of acetate and did not grow to the high biomass seen in the low ECAR species.

The yeast phenotype of overflow metabolism is one that, on the surface, seems wasteful as the organism produces fewer ATP molecules per glucose consumed. However, the rate of ATP production during fermentation is faster than the rate of ATP production during respiration, which potentially provides an additional evolutionary advantage (Liberti and Locasale, 2016). Furthermore, this strategy has been proposed to deplete a limited resource (glucose) and convert it into another product (ethanol), which would limit the growth of other microbes and could later be consumed. This “make-accumulate-consume” phenotype has already been observed in two distinct yeast lineages (Rozpedowska et al, 2011), and we now have evidence for a third independent lineage with a novel mechanism driven by increased transcriptional activation of glycolysis. There are also interesting parallels in the ecology of the rapid ECAR *Saturnispora* species and *S. cerevisiae*. *Sat. dispora* has primarily been isolated from tree exudates, and *Sat. hagleri* has been isolated from fruits and insects (Kurtzman et al, 2011; Harrison et al, 2024). Similar to *S. cerevisiae*, these yeasts are isolated from environments that have occasional periods of rich sugar availability, which may have prompted the evolution of rapid glycolysis (Liti, 2015; Jouhten et al, 2016). Although the rapid ECAR phenotype of *Sat. dispora* arose from a distinct cis-regulatory mechanism, many of the changes appear to lead to similar functional outcomes to those observed in *S. cerevisiae*. Even though the precise molecular mechanism of evolution differed between *Sat. dispora* and *S. cerevisiae*, the end result was still an increased abundance of lower glycolytic enzymes, glyceraldehyde-3-phosphate dehydrogenase, and hexokinase. Like the evolution of C4 photosynthesis in plants, the aerobic fermentation phenotype in yeasts represents another case of convergent evolution in metabolic efficiency.

In the case of C4 plants, the abundance, activity, or localization of the same key C4 enzymes has been optimized through convergent evolution, whereas we find that, in aerobically fermenting yeasts, the abundance of the same key glycolytic enzymes has been convergently increased through gene duplications or through the recruitment of cis-regulatory elements. This study provides new evidence supporting recent findings that trait evolution often employs the same genes across divergent lineages of yeasts (David et al, 2025; Aranguiz et al, 2025). While previous studies have focused on gene presence and family size, we were able to identify a mechanism of gene upregulation through the recruitment of cis-regulatory elements in the promoters of congeneric species. These convergent adaptations suggest that there are likely strong constraints on how a yeast can evolve a rapid glycolytic rate. Indeed, high glycolytic rates and retained glycolytic duplicates may be a predictable occurrence, as suggested by multiple recently discovered novel yeast WGDs (David et al, 2026). Whether by gene duplication or cis-regulatory evolution, it seems that an increase in the abundance of the same set of glycolytic enzymes is required for yeasts to achieve high glycolytic rates. While organisms may deploy divergent molecular mechanisms due to chance and the historical contingencies of their lineages, these mounting examples suggest that evolutionary convergence operates within the constraints of the pathway being manipulated by natural selection.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Budding yeasts	Opulente et al, 2024	Dataset EV1
**Recombinant DNA**		
pHLCH070	JGI	This study (GenBank accession PX666697)
**Oligonucleotides and other sequence-based reagents**		
Primer list	IDT	Appendix Table S1
pRS426	Christianson et al,^1992^	
pUG6	Guldener et al, 1996	
pAG25	Goldstein and McCusker, 1999	
**Chemicals, enzymes, and other reagents**		
Synthetic complete media	US Biologicals	Y2025
Dropout mix	US Biologicals	D9515
Ammonium sulfate	US Biologicals	1450
D-glucose	US Biologicals	G3050
Phenol red	Sigma	P3532
Acidic phenol	Sigma	4682400
RQ1 DNase	Promega	6101
NEBuilder^®^ HiFi DNA Assembly	NEB	2621
*E. coli* 10 G Chemically Competent Cells	Lucigen	601072
Sorbitol	Sigma	18765
G418	US Biologicals	1000
nourseothricin	WernerBioagents	5.005
Phusion polymerase	NEB	530
**Software**		
iTOL v7	Letunic and Bork, 2024	
R v 4.2.2		
ggpubr	Kassambara, 2023	
caper v1.0.3	Orme, 2013	
corrplot v0.95	Wei and Simko, 2024	
ggplot2 v 3.5.2	Wickham, 2016	
Trimmomatic v0.30	Bolger et al, 2014	
FastQC	Andrews 2010	
HiSat v2.1.0	Kim et al, 2019	
HTSeq-count v2.0.3	Putri et al, 2022	
OrthoFinder	Emms and Kelly, 2019	
Custom script	https://github.com/Linda-Horianopoulos/Aerobic_fermentation_scripts	
EdgeR	Robinson et al, 2009	
Gffread v 0.12.7	Pertea and Pertea, 2020	
Yeastract	Teixeira et al, 2023	
MAFFT v 7.222	Katoh and Standley, 2013	
Trimal v 1.4.1	Capella-Gutierrez et al, 2009	
IQTree v1.6.8	Nguyen et al, 2015	
**Other**		
BMG Labtech Fluostar	BMG	
RNeasy kit	Qiagen	
NEBNext Poly(A) mRNA Magnetic Isolation Module	NEB	
NEBNext Ultra II Directional RNA Library Kit	NEB	
eporator	Eppendorf	
Resipher	Lucid Scientific	
EVOS FL microscope	ThermoScientific	

### Strain and culture conditions

All strains screened were previously described (Shen et al, 2018; Opulente et al, 2024) and are listed in Dataset EV1. Yeasts were routinely maintained on yeast extract peptone dextrose (YPD) agar at room temperature. Fermentation and extracellular acidification assays were conducted using synthetic complete (SCD) media containing yeast nitrogen base, 5 g/L ammonium sulfate, complete dropout mix, and 20 g/L D-glucose (US Biologicals). All growth conditions were at room temperature (RT, 22 °C) unless otherwise specified.

### Extracellular acidification rate assay

All yeasts were grown for 24 h in 2 ml YPD, sub-cultured 1:4 in fresh SCD pH 6.8, and grown for an additional 6 h. These actively growing cells were harvested by centrifugation, washed twice in sterile water to remove excess media, and normalized by optical density. Cells were inoculated into a 96-well plate at OD_600nm_ = 0.15 in SCD supplemented with 0.002% phenol red. For each strain, 2% dextrose or a water control was added immediately before beginning the assay. The absorbance at 560 nm was measured every 3 min for 90 min, and the change in extracellular pH was calculated based on a standard curve (Fig. EV1). The dextrose-dependent acidification rate was determined as the difference between the acidification rate in the presence of 2% dextrose and the acidification rate in the water control. For each yeast species, three biological replicates were conducted on different days in random order. The average ECAR was plotted as a color strip outside the phylogeny using iTOL v7 (Letunic and Bork, 2024). Growth and metabolic parameters from several of these yeasts were retrieved from a previous study (Hagman et al, 2013) and compared to measured ECAR values. Specifically, Pearson’s correlation tests were used to look for the association between ECAR and these parameters and visualized using *R* v 4.2.2 and the ggpubr v0.6.0 package (Kassambara, 2023).

### Comparative genomics

The orthogroups corresponding to genes encoding glycolytic enzymes were retrieved from the published OrthoFinder analysis (Opulente et al, 2024). A correlation test between the number of orthologs and the dextrose-dependent acidification of each species was conducted for each gene, as well as the total sum of glycolytic genes. This analysis was also repeated for the orders Saccharomycetales and Pichiales. To account for phylogeny, we used phylogenetic generalized least squares (PGLS) using *R* v4.2.2 and the package caper v1.0.3 (Orme, 2013). Data were visualized using ggpubr v0.6.0 (Kassambara, 2023) and corrplot v0.95 (Wei and Simko, 2024).

### Growth and metabolite profiling

Yeast strains were grown overnight in YPD in biological quadruplicate. Overnight cultures were collected, washed twice in sterile water, and inoculated in 50 ml fresh SCD pH 6.8 in 250-ml baffled flasks at a density of OD_600nm_ = 0.05. The flasks were incubated at RT while shaking at 225 rpm. At each time point, OD_600nm_ was measured, and the supernatant was analyzed for glucose, ethanol, and acetate concentrations using high-performance liquid chromatography with a refractive index detector (HPLC-RID), as previously described (Schwalbach et al, 2012). The mean and standard deviation across replicates were calculated in *R* v4.2.2, and plots were made using the package ggplot2 v3.5.2 (Wickham, 2016).

### RNA extraction and sequencing

RNA was collected from log-phase cells using acidic phenol as previously described for yeast (Collart and Oliviero, 1993). Briefly, cells were collected and mixed with 0.1 volumes of 5% acid phenol in 95% ethanol, harvested by centrifugation, and flash frozen. Cell pellets were lysed with glass beads, and RNA was extracted with acidic phenol twice, followed by a final chloroform extraction. The RNA was treated with RQ1 DNase (Promega) and subsequently cleaned up using an RNeasy column (Qiagen). Since the rapid and low ECAR yeasts grew at different rates, to obtain mid-log phase for all strains, the rapid ECAR yeasts were collected at 15 h post-inoculation, and the low ECAR yeasts were collected at 18 h post-inoculation.

We enriched for mRNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB), and libraries were prepared using the NEBNext Ultra II Directional RNA Library Kit for Illumina (NEB) following the manufacturer’s instructions. Paired-end libraries were sequenced on a NovaSeq X Plus (Illumina) with 2 × 150 bp reads. Reads were trimmed using Trimmomatic v0.30 (Bolger et al, 2014) to remove adapters and subsequently checked in FastQC (Andrews, 2010). Reads were mapped to the respective genomes of each species using HiSat v2.1.0 (Kim et al, 2019). HTSeq-count v2.0.3 (Putri et al, 2022) was used to generate the counts of annotated genes using the non-unique fraction setting to avoid overcounting or discarding highly similar genes. To compare the transcriptome between species, we used OrthoFinder (Emms and Kelly, 2019) to identify groups of orthologous genes within the *Saturnispora* species. Subsequently, the sum of counts and gene lengths for each orthogroup was calculated using a custom Python script (https://github.com/Linda-Horianopoulos/Aerobic_fermentation_scripts). The counts and total gene lengths were then used to determine the TPM for each orthogroup in each species using EdgeR (Robinson et al, 2009). The orthogroups encoding glycolytic and TCA cycle enzymes were retrieved, and plots were made to visualize the expression in each species in *R* v4.2.2 using ggplot2 v3.5.2 (Wickham, 2016).

### Identification of putative transcription factor binding sites

Putative promoter sequences for each of the glycolytic genes were retrieved from the annotation files using gffread v0.12.7 (Pertea and Pertea, 2020). Yeastract (Teixeira et al, 2023) was used to identify all conserved *S. cerevisiae* transcription factor binding sites in the 1000 bp upstream of the coding sequence of each glycolytic gene from *Sat. dispora, Sat. hagleri, Sat. mendoncae, Sat. silvae*, *Martiniozyma abietophilia*, *P. kudriavzevii*, and *K. phaffii*. The number of predicted Gal4p-binding sites (exact consensus matches to CGGN_11_CCG (Johnston, 1987)) in the promoter of each gene for all Pichiales species was determined by collecting all promoter sequences and using Yeastract to identify predicted Gal4p-binding sites. In the case that more than one ortholog was present, the ortholog with the highest number of binding sites in the promoter was visualized using iTOL v7 (Letunic and Bork, 2024).

### Phylogenetic analysis of *GAL4* orthologs

The genes in the same orthogroup as the canonical *S. cerevisiae GAL4* (YPL248C) were retrieved for all species included in our ECAR screen. The translated amino acid sequences were retrieved, aligned using MAFFT v7.222 (Katoh and Standley, 2013), and the alignment was trimmed using trimal v1.4.1, applying the gappyout option (Capella-Gutiérrez et al, 2009). The phylogeny was inferred using IQtree v1.6.8 with automatic substitution model selection and 1000 bootstraps (Nguyen et al, 2015). The phylogeny was visualized in iTOL v7 (Letunic and Bork, 2024) and manually pruned to remove an outgroup clade on a disproportionately long internal branch, which encodes divergent C6 zinc transcription factors.

### Gene deletion

The coding sequence of *GAL4* in *Sat. dispora* was replaced with a *kanMX* marker using an electroporation protocol adapted from *K. phaffii* (De Schutter and Callewaert, 2012). Briefly, ~1-kb regions upstream and downstream of the *GAL4* coding sequence were amplified from genomic DNA using primers with homology to the *kanMX* marker and the pRS426 backbone (Appendix Table S1). The *kanMX* marker was amplified from pUG6 (Güldener et al, 1996) and the pRS426 backbone (Christianson et al, 1992) was also amplified using primers specified in Appendix Table S1. These fragments were assembled using HiFi assembly (NEB) and transformed into *E. cloni* (Lucigen). The full construct was subsequently amplified from the plasmid, and 1 μg was transformed into *Sat. dispora*. Electroporation was performed in 80 μL of ice-cold 1 M sorbitol using 1.5 kV. After electroporation, cells were recovered in 1 mL of YPD + 1 M sorbitol and plated on YPD plates supplemented with 1 M sorbitol and 300 μg/mL G418. Transformants were screened for stable resistance against G418, and correct replacement of the coding sequence was confirmed with colony PCR. To allow the *kanMX* marker to be used for additional modifications, the *kanMX* cassette was replaced with a *natMX* cassette, which was amplified from pAG25 (Goldstein and McCusker, 1999), using the homology of the promoter and terminator. For selection of colonies integrating the *natMX* marker, colonies were plated on YPD plates supplemented with 1 M sorbitol and 25 μg/ml nourseothricin. To ensure that the phenotype was not due to any spurious background mutations, two independent colonies were used in all experiments. The strains constructed for this study are listed in Appendix Table S2.

### Oxygen consumption measurements

The Resipher system (Lucid Scientific) was used to monitor the oxygen levels and calculate the oxygen consumption rates (OCR). Three biological replicates of overnight cultures were washed twice in sterile water and normalized to OD600 = 0.1 in 95 μl in a 96-well plate in SC medium lacking a carbon source. The plate was centrifuged at 300 × *g* for 2 min to pellet the cells to the bottom of the plate, and immediately before beginning reading, 5 μl of 40% dextrose was added for a final concentration of 2% dextrose. The plate was incubated in the dark at room temperature while the oxygen concentration was measured. The oxygen consumption rates were retrieved at the 90-min timepoint for consistency with the ECAR assays. The data was visualized in *R* using ggpubr v0.6.0 (Kassambara, 2023), and the significances of differences between strains were determined using two-sided *t* tests.

### Evaluating the cis-regulatory elements in the promoter of *TDH*

An insertion construct was designed in a genomic safe haven to allow heterologous proteins to be expressed from a region of the genome with no risk of gene disruption. A plasmid containing ~1 kb regions to direct homologous recombination to the genomic safe haven site flanking the sequence for GFP driven by the *TDH* promoter from *Sat. dispora* was synthesized by the Joint Genome Institute (JGI). Since this promoter had two predicted Gal4p-binding sites, we mutated them both using site-directed mutagenesis as previously described (Zheng et al, 2004) with the modification that Phusion polymerase was used to amplify the construct. Binding site mutants were confirmed by whole plasmid sequencing (Plasmidsaurus). Both versions of the reporter construct were transformed into the *Sat. dispora* wild-type strain and *gal4Δ::natMX* deletion mutant using electroporation. Transformants were screened using colony PCR. Four biological replicates of each strain, including controls lacking any reporter, were grown overnight in YPD, washed twice in sterile water, and inoculated in fresh SC + D pH 6.8 at OD_600nm_ = 0.1. After growing for 40 h, cells were normalized to OD_600nm_ = 1 and the fluorescence intensity was measured using a BMG Labtech FLUOstar plate reader. The background from control strains without a reporter was subtracted, and the fluorescence intensity was plotted in *R* using the package ggpubr v0.6.0 (Kassambara, 2023). The statistical significance was determined using two-sided *t* tests.

Images of cells expressing GFP in the WT and *gal4Δ* background with the intact and mutated promoter grown under the same conditions (SC + D pH 6.8 for 40 h) were captured with an EVOS FL microscope with a ×100 oil immersion plan apochromat objective lens. Prior to imaging, samples were randomly coded to blind the researcher and prevent any bias in imaging. Images were uniformly processed and cropped in FIJI (Schindelin et al, 2012). Unedited images are available as source data.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 5

Figure EV5 Source Data

Expanded View Figures

## Data Availability

The RNA-Sequencing data have been deposited to NCBI’s GEO with the accession number GSE307312. All other data are provided as datasets or source data. Custom code is available on Github (https://github.com/Linda-Horianopoulos/Aerobic_fermentation_scripts) or as a release on Zenodo (10.5281/zenodo.17185390). Upon request to the corresponding authors, all engineered strains are available under the Uniform Biological Material Transfer Agreement or another mutually agreeable material transfer agreement. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-026-00778-0.

# Supplementary material for: Convergent evolution of aerobic fermentation through divergent mechanisms acting on key shared glycolytic genes
**Source:** EMBO J. 2026 Apr 10;45(10):3540–62. doi: 10.1038/s44318-026-00778-0
**Supplement:** Supplementary file 1 — Appendix

Appendix for “Convergent evolution of aerobic fermentation through divergent mechanisms acting on key shared glycolytic genes”

Table of contents

**Appendix Table S1.** The primers used in this study.	2
**Appendix Table S2.** Genetically modified strains made and used for this study.	3

Appendix Table S1. The primers used in this study.

Primer name	Sequence	Purpose
oHLCH064	cctcgaggctcgacggtatcg	pRS426 backbone amplification
oHLCH065	ccggtacccaattcgccctatag	pRS426 backbone amplification
oHLCH482	tagggcgaattgggtaccgg **gcg** ttagaggtgctacagag	Amplifying <i>GAL4</i> upstream region F with overhang to pRS426
oHLCH483	taaacagatctctagaccta **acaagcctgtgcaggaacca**	Amplifying <i>GAL4</i> upstream region R with overhang to <i>kanMX</i>
oHLCH484	tggttcctgcacaggctt **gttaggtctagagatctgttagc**	Amplifying <i>kanMX</i> F with overhang to <i>GAL4</i> upstream
oHLCH485	gaaggccattgggtcagta **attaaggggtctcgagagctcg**	Amplifying <i>kanMX</i> R with overhang to <i>GAL4</i> downstream
oHLCH486	gagctctcgagaaccctta **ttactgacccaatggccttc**	Amplifying <i>GAL4</i> downstream region F with overhang to <i>kanMX</i>
oHLCH487	cgataccgtcgacctcgagg **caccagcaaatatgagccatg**	Amplifying <i>GAL4</i> downstream region R with overhang to pRS426
oHLCH004	gattccgactcgtccaacatc	Primer to confirm <i>kanMX</i> integration
oHLCH488	ggtgccaacaagaagactc	Primer outside <i>GAL4</i> downstream to confirm <i>kanMX</i> integration
oHLCH490	gcgtagagggtctacagag	Amplify full <i>GAL4</i> F, no overhangs for transformation
oHLCH491	caccagcaaatatgagccatg	Amplify full <i>GAL4</i> R, no overhangs for transformation
oHLCH176	gacatggaggcccagaatac	Amplify <i>natMX</i> F for marker swap
oHLCH177	tcgacagcagtatagcgacc	Amplify <i>natMX</i> R for marker swap
oHLCH496	gattttcccggggtgctcttcgc **AA** gagtgaaaaattccaagagtc	Site directed mutagenesis of the Gal4p binding sites F
oHLCH497	agagcaccgccgggaaaaatcag **TT** gagagtaaaccaccgtggtg	Site directed mutagenesis of the Gal4p binding sites R
oHLCH348	gcacgtcaagactgtcaagg	internal primer to confirm genomic safe haven integration R
oHLCH349	gattcgataactaacgccgcc	internal primer to confirm genomic safe haven integration F
oHLCH350	ttcctatatcgctcctgagc	genomic safe haven upstream primer
oHLCH351	tctggtgaatcccatagcagc	genomic safe haven downstreamstream primer

*bold letters indicate the part that binds in primers with overhangs

** underline indicates mutated nucleotides

Appendix Table S2. Genetically modified strains made and used for this study.

Strain	Species	Description	Genotype
yHLCH149	<i>Sat. dispersa</i>	<i>GAL4</i> deletion with <i>kanMX</i>	<i>gal4Δ::kanMX-1</i>
yHLCH151	<i>Sat. dispersa</i>	<i>GAL4</i> deletion with <i>kanMX</i>	<i>gal4Δ::kanMX-19</i>
yHLCH155	<i>Sat. dispersa</i>	<i>GAL4</i> deletion with <i>natMX</i>	<i>gal4Δ::natMX-2</i>
yHLCH156	<i>Sat. dispersa</i>	<i>GAL4</i> deletion with <i>natMX</i>	<i>gal4Δ::natMX-4</i>
yHLCH169	<i>Sat. dispersa</i>	GFP driven from <i>TDH</i> promoter in wild-type background	<i>P_{TDH}-GFP-kanMX</i>
yHLCH170	<i>Sat. dispersa</i>	GFP driven from mutated <i>TDH</i> promoter in wild-type background	<i>P_{tdh}-UASG-GFP-kanMX</i>
yHLCH171	<i>Sat. dispersa</i>	GFP driven from <i>TDH</i> promoter in <i>gal4Δ</i> background	<i>gal4Δ::natMX-2 P_{TDH}-GFP-kanMX</i>
yHLCH172	<i>Sat. dispersa</i>	GFP driven from mutated <i>TDH</i> promoter in <i>gal4Δ</i> background	<i>gal4Δ::natMX-2 P_{tdh}-UASG-GFP-kanMX</i>

# Supplementary material for: Convergent evolution of aerobic fermentation through divergent mechanisms acting on key shared glycolytic genes
**Source:** EMBO J. 2026 Apr 10;45(10):3540–62. doi: 10.1038/s44318-026-00778-0
**Supplement:** Supplementary file 12 — Expanded View Figures

Expanded View Figures

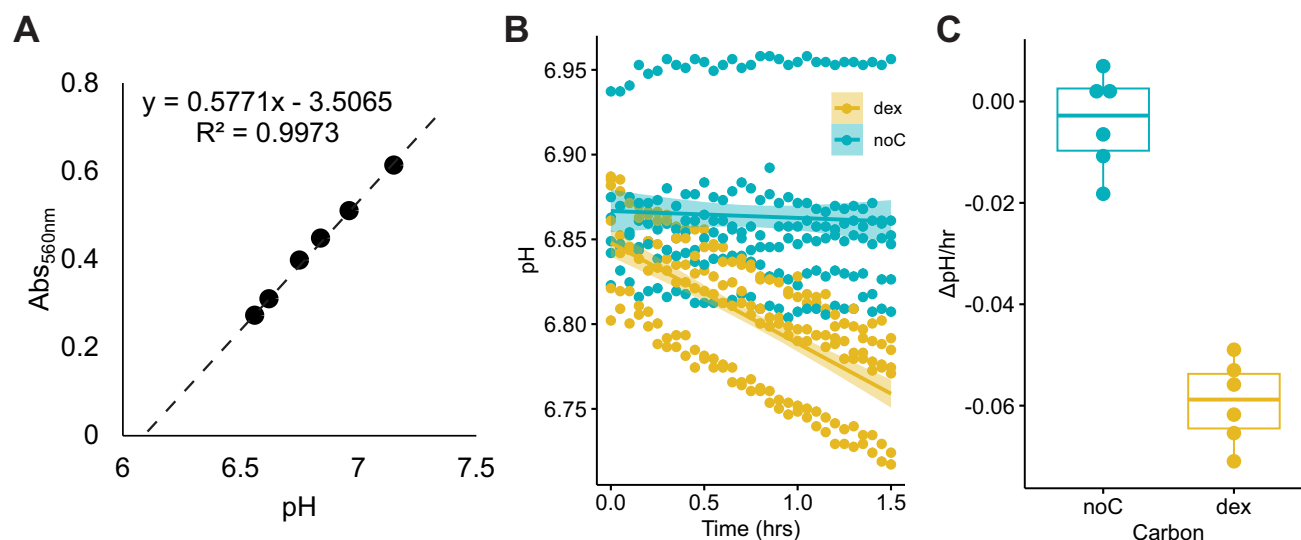

Figure EV1. Optimization of the extracellular acidification rate (ECAR) assay.

(A) A standard curve of the absorbance at 560 nm generated from media between pH 6.5 and 7.5. (B) Optimization assay using *S. cerevisiae* showing that the control with no carbon source (noC) did not acidify the media, whereas the cells with 2% glucose added (dex) consistently acidified the media across six biological replicates. (C) The slopes calculated from the six biological replicates showing the dextrose-dependent pH change. The center lines of boxplots represent the median, the bounds of the boxes represent the interquartile range, the whiskers represent the spread of the data, and each dot represents one of six biological replicates.

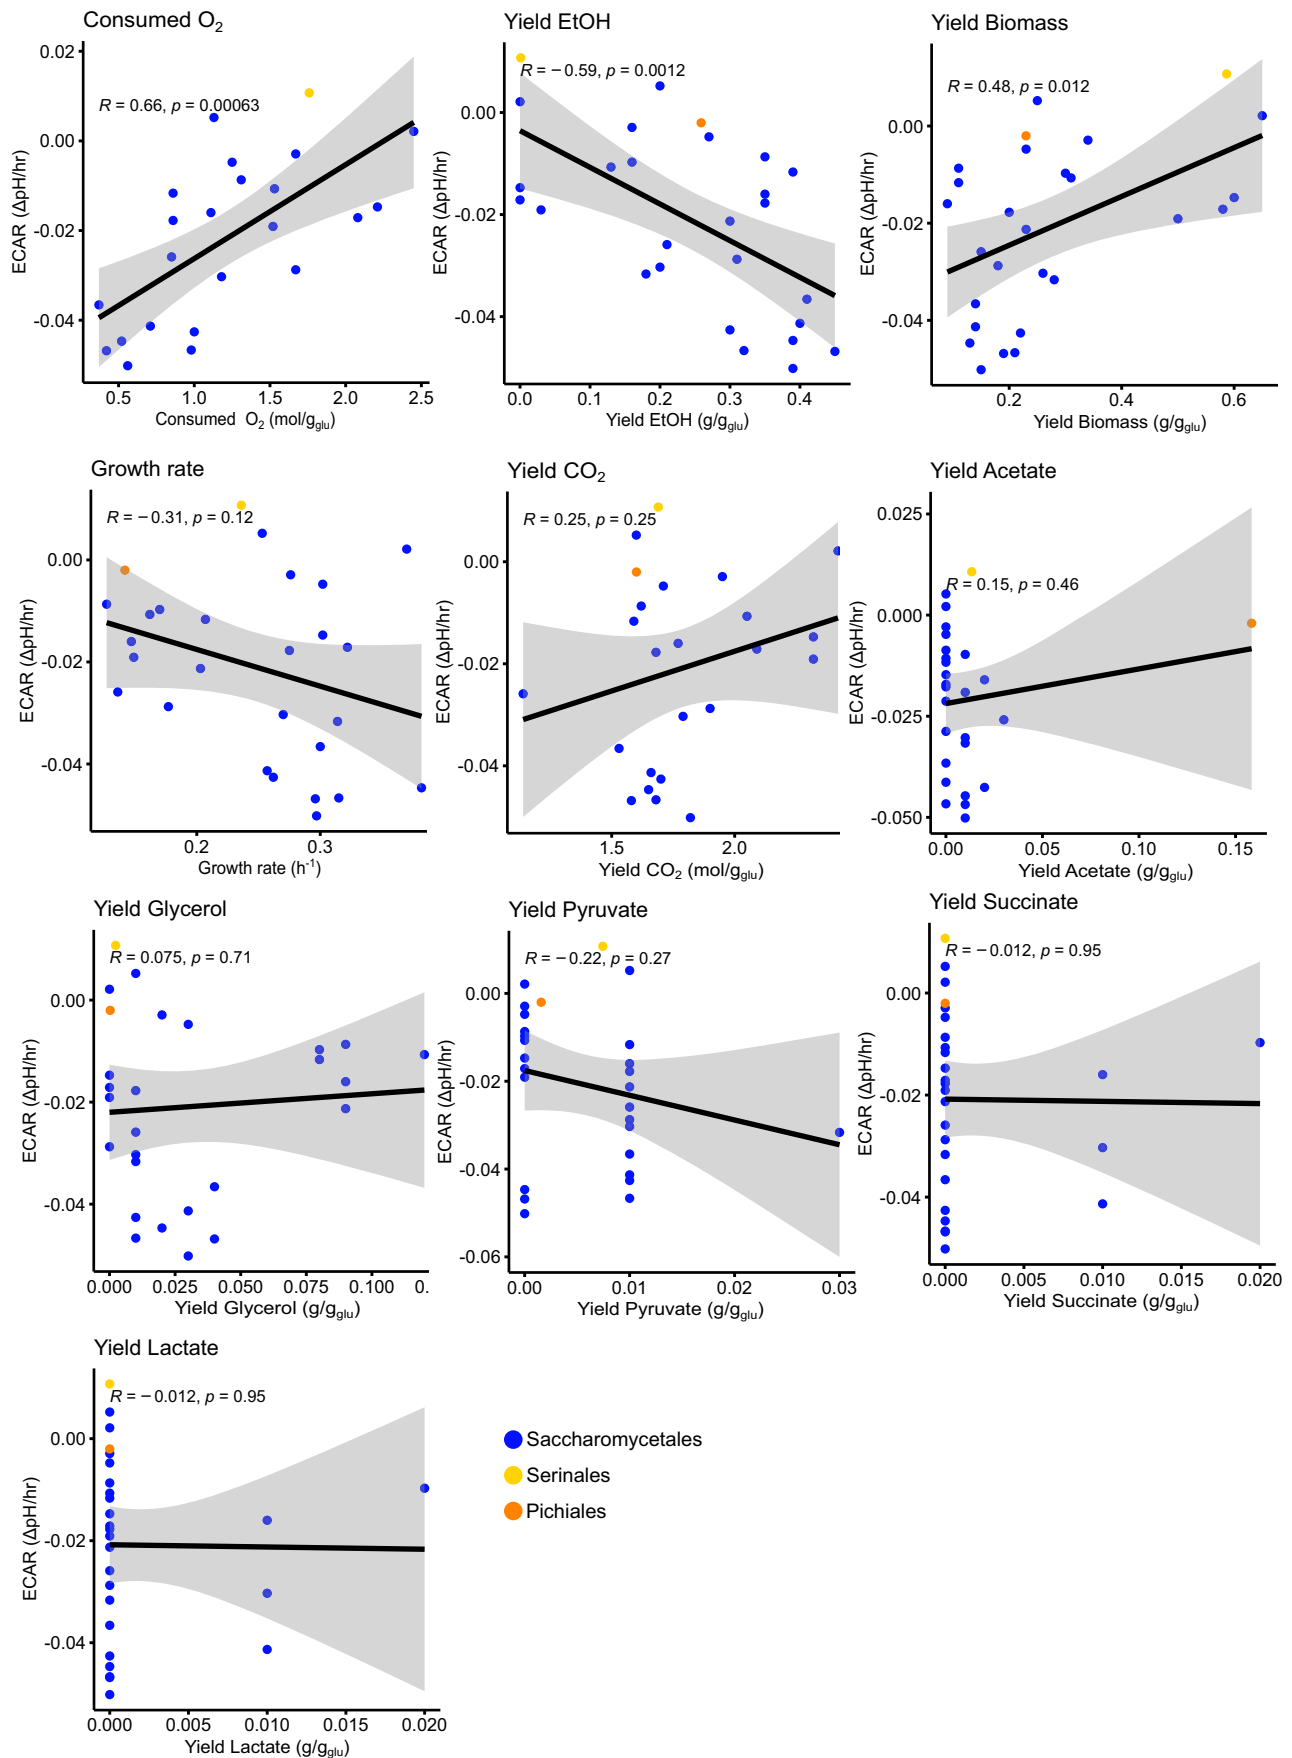

**Figure EV2. Comparison of ECAR and parameters associated with the Crabtree/Warburg effect.**

The measured ECAR values were correlated with the parameters associated with ECAR collected by (Hagman et al, [2013](#)). The *R* and *P* values are based on Pearson's correlations. Each dot represents a single species and is colored according to the taxonomic order of that species.

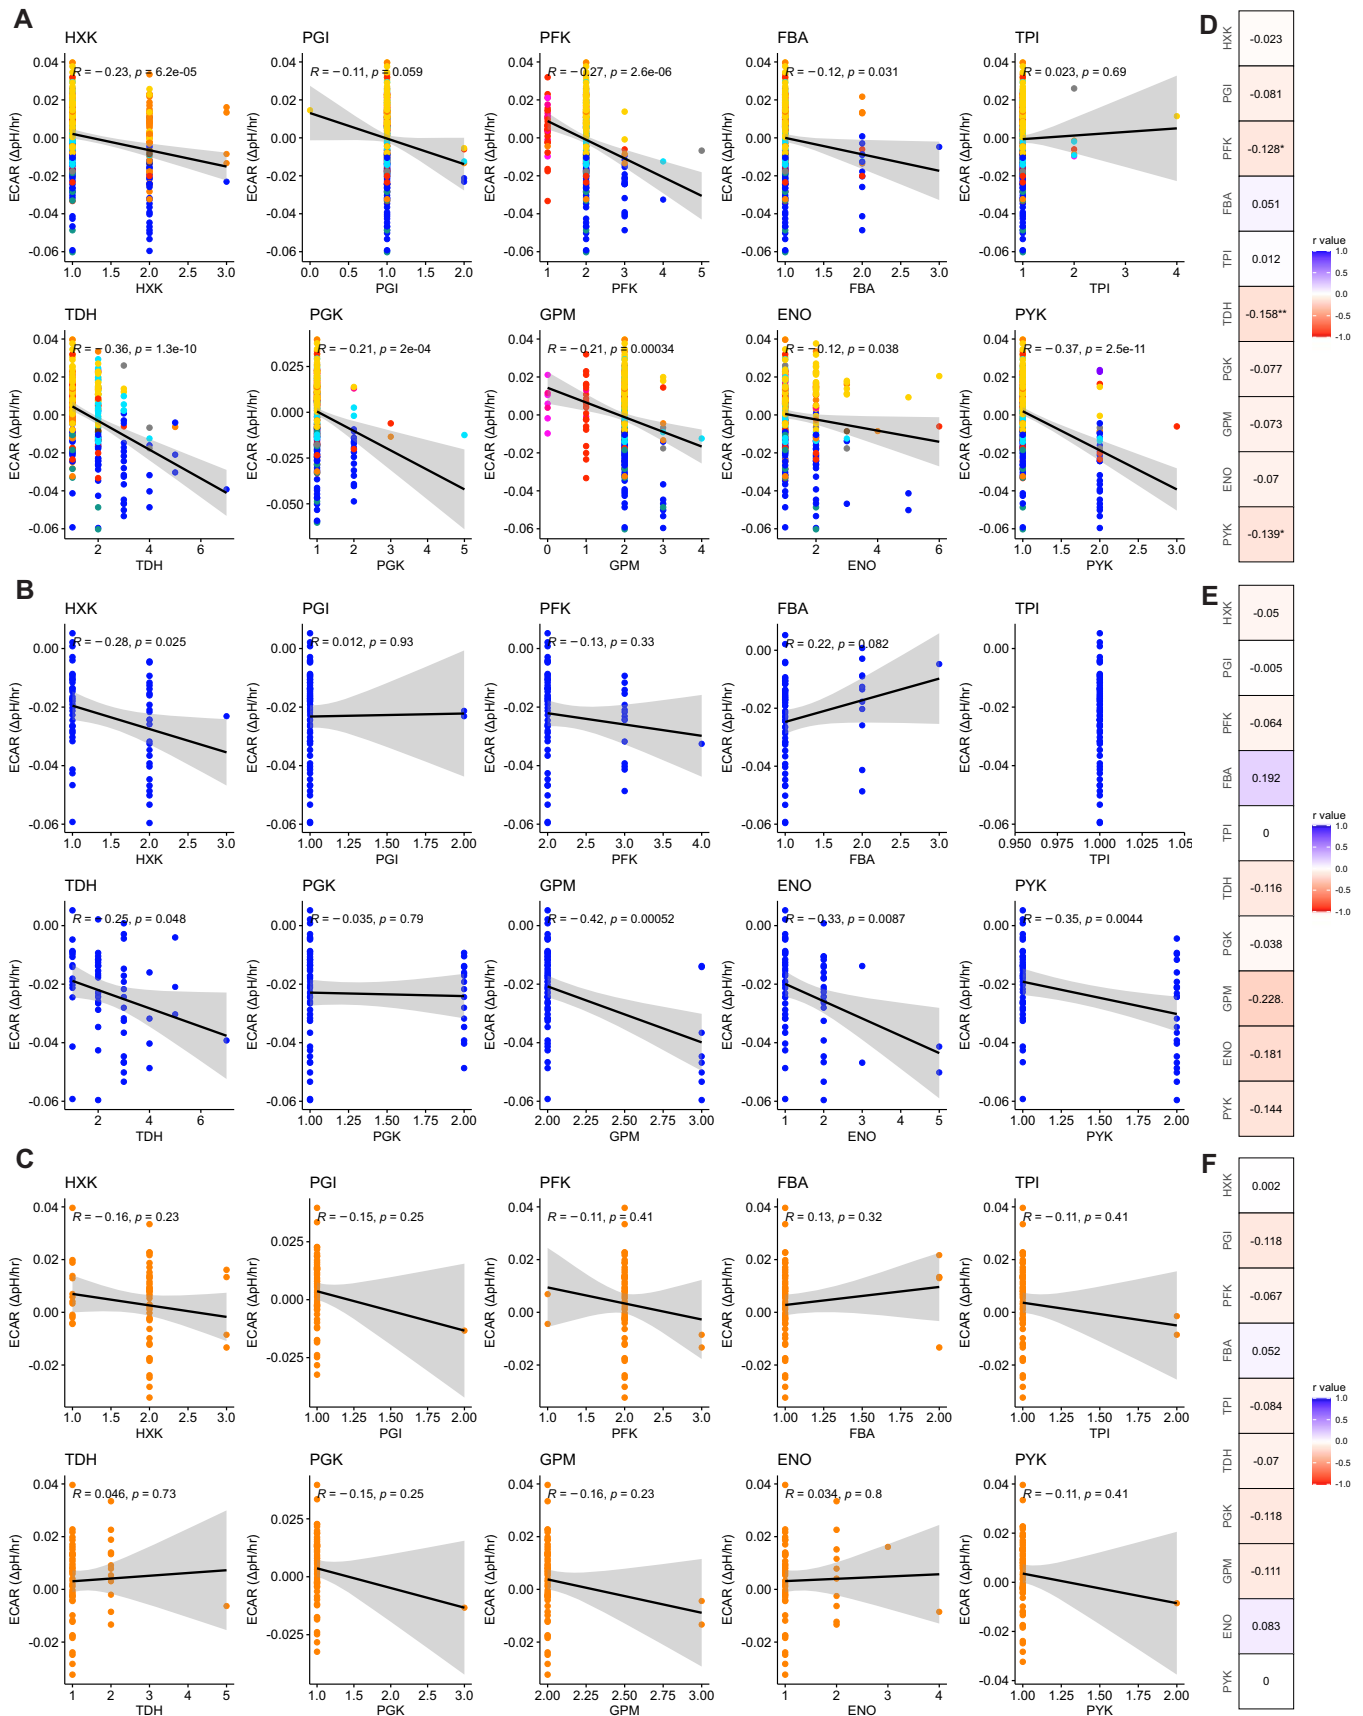

◀ Figure EV3. The gene family size of glycolytic genes correlates with ECAR across all yeasts.

(A–C) The correlation between ECAR and the number of homologs of each glycolytic gene showing the Pearson's correlation and *P* value for (A) all phenotyped yeasts, (B) the yeasts in the order Saccharomycetales, and (C) the yeasts in the order Pichiales. (D–F) The phylogenetically corrected correlations between ECAR and the number of homologs of each glycolytic gene for (D) all phenotyped yeasts, (E) the yeasts in the order Saccharomycetales, and (F) the yeasts in the order Pichiales. The *R* value from the phylogenetic generalized least squares is in the box and the *P* value is indicated as *P < 0.05 and **P < 0.01. Data points are color-coded according to taxonomic order as in Fig. 1.

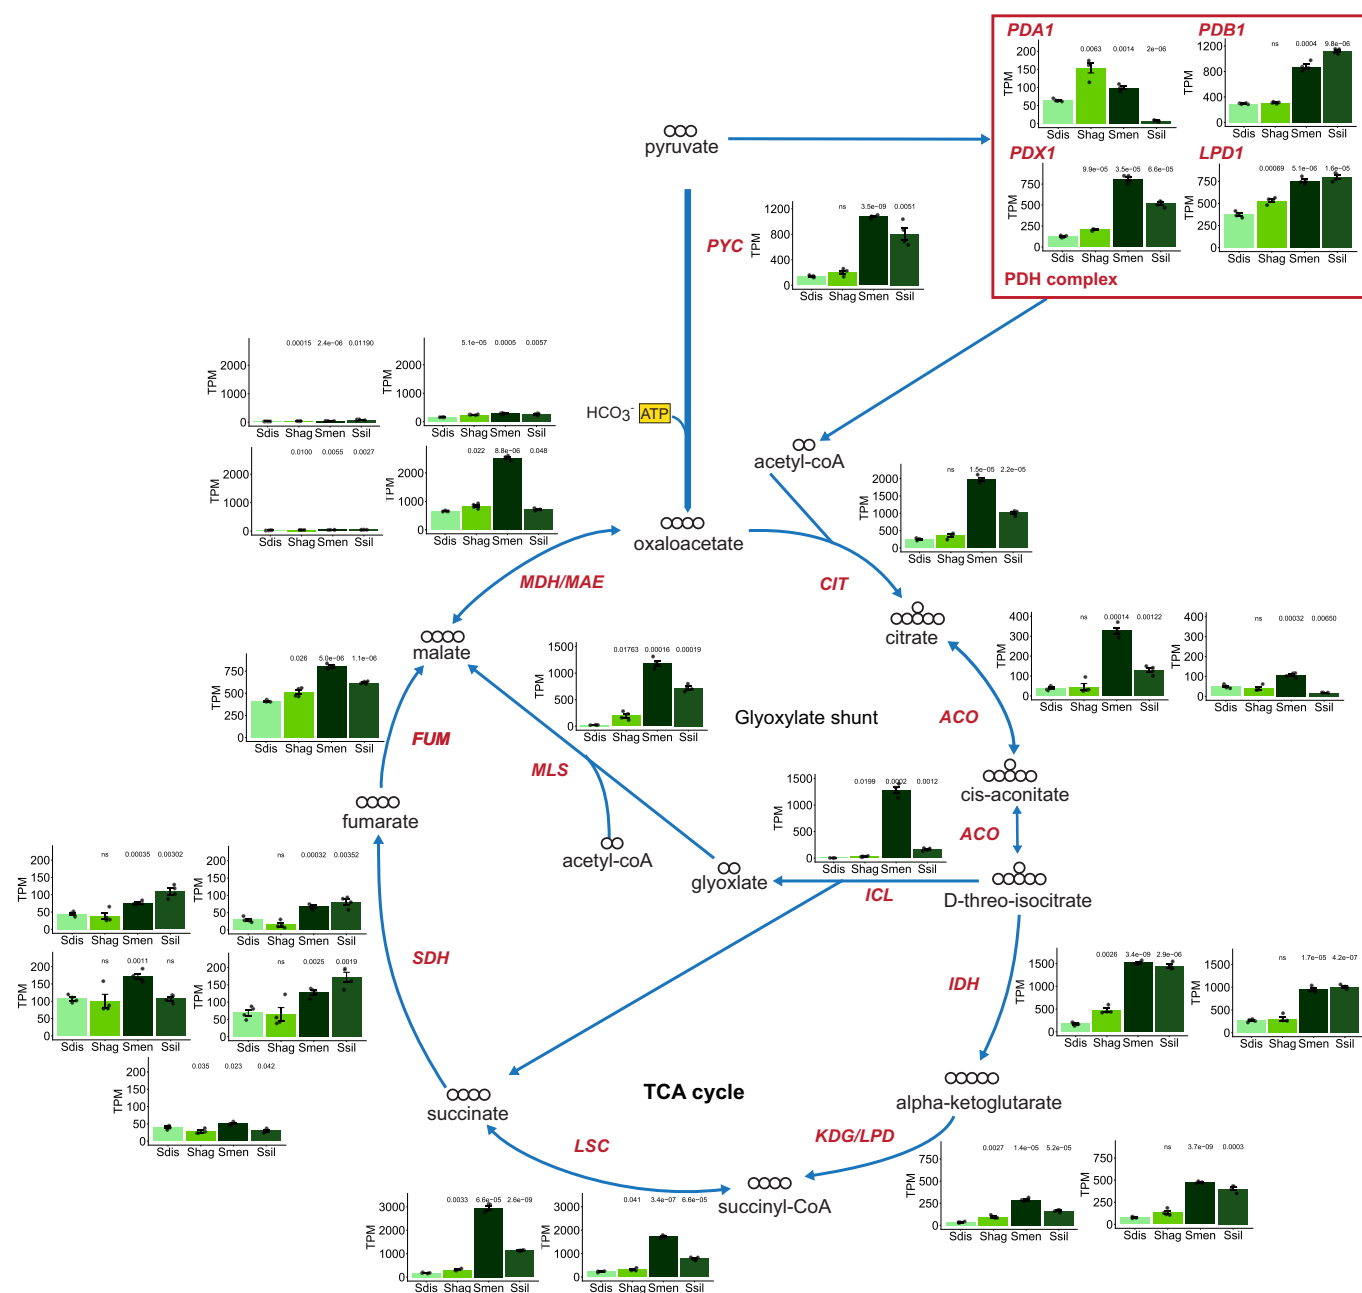

Figure EV4. Divergent expression patterns of TCA cycle genes between rapid ECAR and low ECAR *Saturnispora* species.

The gene expression for orthologous genes in the TCA cycle and glyoxylate shunt across two rapid ECAR (*Sat. dispors* Sdis, *Sat. hagleri* Shag) and two low ECAR (*Sat. mendoncae* Smen, *Sat. silvae* Ssil) are shown as transcripts per million (TPM). The bar height represents the average of four biological replicates; each replicate is shown as a black dot, and the error bars represent the standard error of the mean. The significance is relative to the TPM in *Sat. dispors* (ns not significant). In the schematic of glycolysis, carbon backbones are white.

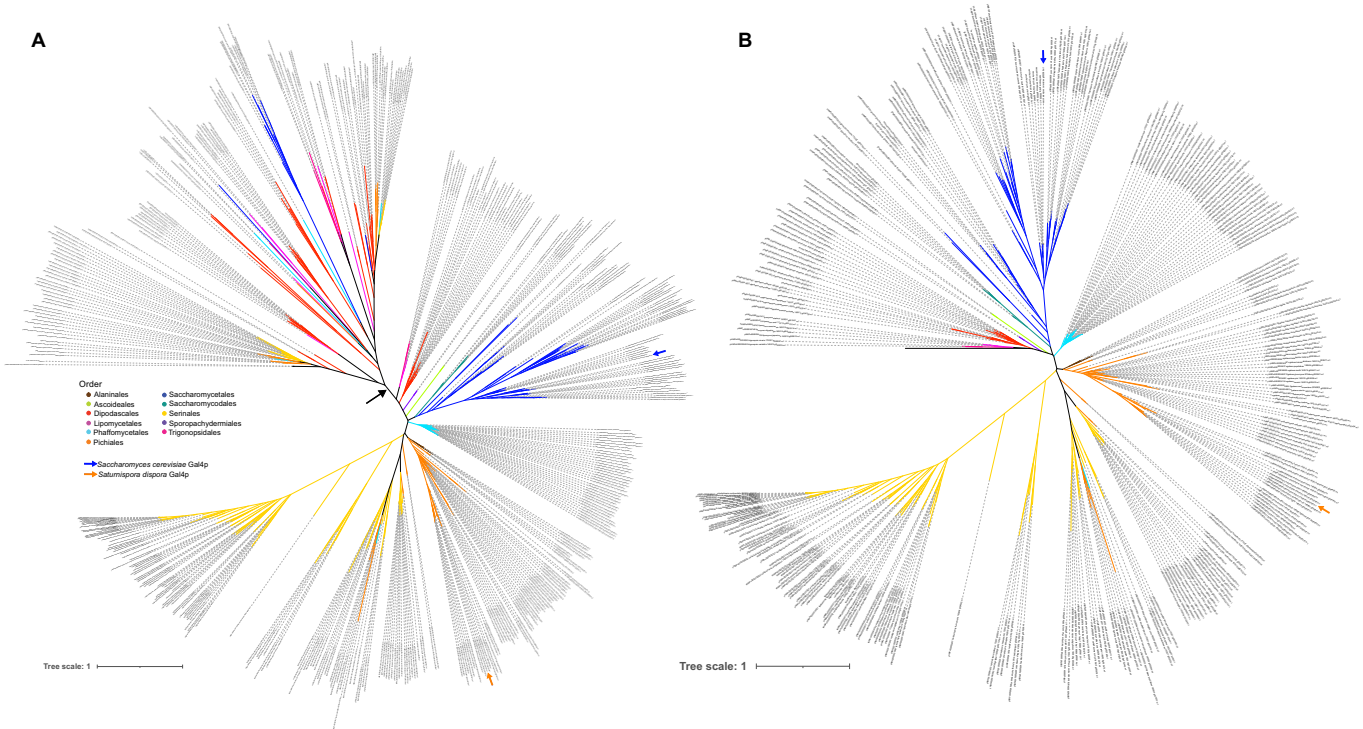

Figure EV5. Unrooted phylogeny of the Gal4p orthologs in the budding yeasts used in this study.

(A) A phylogeny including all translated amino acid sequences of genes in the orthogroup containing canonical Gal4p. A black arrow indicates the location of a branch, which was pruned in (B) due to the length of the branch and the topological incongruence with the species phylogeny in this part of the tree, suggesting that these are likely other related C6 zinc transcription factors. The Newick files for these trees are available as source data. The location of the Gal4p orthologs from *S. cerevisiae* and *Sat. dispersa* are highlighted on both trees, and the branches are colored according to the taxonomic order. Source data are available online for this figure.

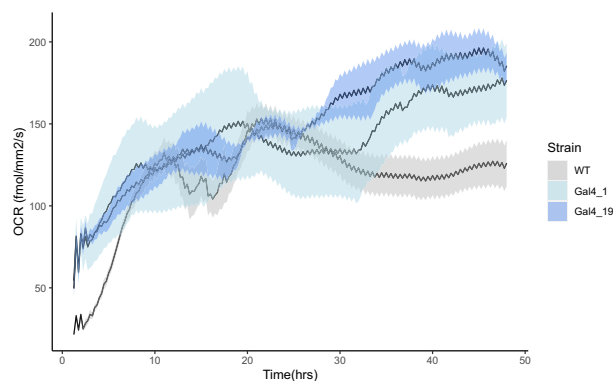

Figure EV6. The respiration profile of *Sat. dispersa* and *gal4Δ* deletion mutants over 48 h of growth.

For each strain, the black line represents the average oxygen consumption rate (OCR), and the shaded area represents the standard error of the mean. Note that both mutants (*Gal4_1*, *Gal4_19*) have considerably higher OCR at several phases of the experiment, including the beginning and end.

How the deposited data were processed for this re-analysis (not part of the article)

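RNA was sequenced from 4 biological replicates of each of 4 *Saturnispora* species, grown in SC with 2% glucose in 50 ml of medium in 250 ml flasks at 22 °C. The species with rapid ECAR, Sdis and Shag, were collected after 15 h and those with low ECAR, Smen and Ssil, after 18 h. The authors chose these hours to collect all species in mid-log phase. The authors enriched for poly(A) RNA, sequenced pairs of 150 bp, trimmed them with Trimmomatic 0.30, aligned them with HISAT2 2.1.0 and counted read pairs per gene with HTSeq 2.0.3. The values per gene are expected counts as deposited by the authors, which need not be whole because HTSeq shared pairs that fit several genes in fractions. The TPM values were made by the authors, who summed counts and gene lengths over the genes of each OrthoFinder orthogroup and computed TPM with edgeR before the files were deposited. The table of TPM holds 5029 orthogroups and 16 libraries, and an orthogroup with no gene in a species has no value there.

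From 2.50% to 16.3% of the reads lay outside annotated genes, and these and the other reads without a gene were left out of totals and tests. The counts in genes were between 6196684 and 13928456 per library. No 2 replicates were alike within sampling noise: the chi-square per degree of freedom was between 4.42 and 335 over the 24 pairs.

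Genes were tied to orthogroups by their values, because the TPM of an orthogroup is the summed count of its genes divided by their summed length and a constant of the library. A gene, or a sum of 2, 3 or 4 genes, was accepted when its proportions over the 4 libraries equalled those of the orthogroup to within 1e-08, and no other gene did. The lengths that follow are whole numbers of codons, to within 0.001, for over 99% of single genes, so they are coding lengths. The linked orthogroups carry 98.3% to 99.6% of the TPM of a species, and 4199 of the 4232 tested were linked in all 4 species. The method was also tested on simulated data, where it made no wrong link. Names come from gene IDs in Dataset EV4, the source data of Fig. 4A, the part of Dataset EV3 used here (1999 of 21679 lines) and the trees of *GAL4*. All but the trees concern predicted binding sites in promoters, so the named genes may not be a neutral sample of glycolysis. All 35 IDs were linked, and each of the 10 genes fell into 1 orthogroup. *HXK* is named in Sdis and Shag, *TPI* in Shag and Ssil, and *ADH*, *HXT* and *PFK* in Sdis, Shag and Ssil by these sources, and the other species' values are those of the same orthogroup. No table used here names *PGI*, *PGK*, *PYK*, *PDC*, the second *HXK* orthogroup or the genes of the TCA cycle and the glyoxylate shunt, and they are not analysed here. Other gene lists fixed beforehand (respiration, pentose phosphate pathway, gluconeogenesis, storage sugars, stress, ribosomal proteins) could not be run for the same reason. *TPI* has no value in Sdis and was left out of the tests over all species.

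The main test was limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean for each species over all 16 libraries, an intensity trend in the variance and Benjamini-Hochberg adjustment over the orthogroups tested. Orthogroups with a mean TPM of at least 5 and a value above 0 in each species were tested, and the threshold was an adjusted p of 0.05. The paper's text names no test for Fig. 3 and Fig. EV4. The test, the lists, the alternatives and the rule for naming genes (each gene in a panel of Fig. 3 or Fig. EV4, *GAL4*, and the 10 orthogroups higher and the 10 lower in rapid ECAR species with the largest smallest difference over the 4 species pairs) were set before the data were examined, although the bars of these figures had been seen. Sets of genes were compared with the other orthogroups by camera. Single genes were also compared between 2 species with exact permutation tests of TPM; over 27 such comparisons with Sdis, 19 reached the smallest p, 0.0286, which is 0.0406 after adjustment over the 27. The gene counts, rounded to whole numbers, were tested with edgeR 4.0.16 and DESeq2 1.42.0 with gene length as an offset.

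On simulated data of 4097 genes, limma called 46% of genes changed 1.5-fold and 100% of genes changed 2-fold between rapid and low ECAR species in all 4 pairs, with 0% false calls. Between Smen and Sdis it called 77% and 100%, with 4.84% false calls. The simulation gave all species the same levels apart from 100 genes changed at each fold. Its genes varied independently and with the same dispersion. In the data, 69.6% (Smen against Shag) to 89.8% (Ssil against Sdis) of orthogroups were called between 2 species. Shag replicate 3 deviated from its species mean by 0.473 over all orthogroups. These rates therefore need not hold for the data. Alternatives were another pseudocount, no filter or a stricter one, rescaling by the median ratio, quantile normalization, no variance trend, only the species compared, a 2-fold threshold, a replicate block, species means as samples, edgeR, DESeq2, CPM without length, and leaving out each library.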

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

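The tests of the libraries of Shag described here were chosen only after the results were seen. In 47 groups of 4 replicates, 4 held a value far from the other 3, and chance alone gives about 1 in 20. *GAL4* in Shag replicate 3 was at 67.1 TPM, against 83.7 to 85.7 TPM in the other replicates of Shag. *HXT* in Sdis replicate 3 was at 2469 TPM, against 2150 to 2177 TPM in the others. In Sdis replicate 4, 9.20% of the reads lay outside genes, against 2.50% to 3.19% in the others. Ssil replicate 4 had a total of 6196684 counts in genes, against 10920418 to 11817386 in the others.

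Shag replicate 3 also lay apart from the other Shag libraries over all orthogroups, with a root mean square deviation from the species mean of 0.473 on the log2 scale, and Shag replicate 4, at 0.394, lay at the other end; the other 14 libraries had 0.0867 to 0.225. A lower depth is argued against, because Shag replicate 3 had the highest total of its species, 12125393. Reads of another organism are argued against as well, since 0.318% of its reads were not aligned, the lowest share of the 4 Shag libraries. The deviations within Shag correlated across orthogroups with those within Sdis, at an absolute r of 0.444 for the first component of each. For Ssil r was 0.378 and for Smen -0.143, where signs are arbitrary and genes are not independent replicates. A state of the culture, such as its growth stage, that varies between cultures of both species is a hypothesis for this. No growth measure of these cultures was used here. The ends of these components were also the ends of the median ratios of the libraries. These were 0.851 in Shag replicate 3 and 1.15 in Shag replicate 4, and 0.799 in Sdis replicate 1 and 0.679 in Sdis replicate 3. A shift of the whole library, whatever its source, cannot be told apart from a state of the culture.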

How the results depend on the processing

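The alternatives were set before the data were examined, and the cause of a change was not tested unless its construction shows it. The numbers of orthogroups higher and lower in both rapid than in both low ECAR species, 239 and 882, became 557 and 620 with median-ratio rescaling, 571 and 639 with quantile normalization, 569 and 615 with edgeR, 588 and 624 with DESeq2 and 310 and 756 with CPM without length. In the same order, the numbers higher and lower than in Sdis were 1458 and 1478, 1538 and 1363, 1534 and 1352, 1484 and 1455, and 2307 and 781 for Shag. They were 1629 and 1714, 1667 and 1609, 1625 and 1667, 1620 and 1726, and 2035 and 1225 for Smen, and 1820 and 1805, 1878 and 1762, 1857 and 1742, 1811 and 1805, and 2613 and 1042 for Ssil. With a 2-fold threshold, which leaves fewer calls by construction, they were 64 and 271 for rapid against low ECAR species, 683 and 185 for Shag, 1015 and 469 for Smen and 439 lower for Ssil. A mean TPM of at least 50, which leaves fewer orthogroups to test, gave 507 lower in rapid ECAR species, 1327 and 457 for Shag, 1292 and 628 for Smen and 1536 higher for Ssil, and no filter gave 421 higher and 972 lower in rapid ECAR species. With the 4 species means as the samples, 2 against 2, limma called 0 higher and 0 lower (57 and 315 at an unadjusted p under 0.05) and 0 of the 8 genes of glycolysis and fermentation (2 unadjusted). Of these 8 genes, 6 were called higher in the main test and in each fit without 1 library, and 3 (*HXT*, *HXK* and *GPM*) at the 2-fold threshold. The mean difference of *GAL4* was -0.45 and turned to 0.052 with median-ratio rescaling, 0.043 with edgeR and 0.058 with DESeq2, while it was -0.024 with quantile normalization and -0.34 with CPM without length. The genes with retained duplicates differed from the other glycolytic genes by -0.04, and by 0.11 with CPM without length. *PFK* was also called in all 4 species pairs with median-ratio rescaling, edgeR, DESeq2 and CPM. With median-ratio rescaling, edgeR and DESeq2, *HXT*, *TDH*, *ENO*, *GPM* and *GAL4* became lower in Shag than in Sdis, and *FBA*, *HXK* and *PFK* were no longer called higher there. *ADH* and *PFK* became lower in Ssil than in Sdis, *GAL4* became lower in Smen than in Sdis, and *GAL4* was no longer called between Ssil and Sdis or between Shag and Smen; with quantile normalization both *GAL4* calls stayed, and with CPM that between Ssil and Sdis. Leaving out each library gave 222 to 265 orthogroups higher and 786 to 1024 lower in rapid ECAR species, 2196 to 2656 higher and 642 to 775 lower in Shag than in Sdis, 2033 to 2250 and 1045 to 1192 in Smen, and 2895 to 2999 and 812 to 874 in Ssil. The exact tests of single genes against Sdis that reached the smallest p numbered 19, 23 with median-ratio rescaling and 18 without length. A replicate block gave 238 higher and 865 lower in rapid ECAR species. Deviations of same-numbered libraries correlated at -0.33 to 0.38 over 24 pairs, and 6 of 16 libraries correlated best with their own number. These values show no consistent pairing by replicate number, but they cannot exclude a batch shared by some same-numbered cultures. Every library had at least 6196684 counts in genes, and an effect of depth was not tested by matching it between libraries.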

Differences from the paper's values

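For the named genes *HXT*, *HXK*, *PFK*, *FBA*, *TDH*, *GPM*, *ENO* and *ADH* in the 4 species, 32 mean TPM values were set beside the bars of Fig. 3, read by eye. All 32 lay within the replicate SD or within 1.5 times of the bar. The paper singles out hexokinase and lower glycolysis among the glycolytic genes. In that grouping, compared after the values were seen, *HXK*, *TDH*, *GPM* and *ENO* had a mean difference of 1.40 on the log2 scale and *PFK* and *FBA* a mean of 1.32. This gap has the direction the paper gives but was not tested. Without *HXK*, the named genes of lower glycolysis had a mean of 1.10, below that of *PFK* and *FBA*. Of the single genes in TPM, *HXK* (2.31) and *GPM* (1.78) had the largest differences of the named enzyme genes, but *FBA* of upper glycolysis (1.77) lay above *ENO* (0.96) and *TDH* (0.56). The paper also relates the genes that rose to those with duplicates retained in *S. cerevisiae*; among the named genes the retained ones had a mean difference of 1.28 and *PFK* and *FBA* a mean of 1.32, while *PGI*, *PGK*, *PYK* and *TPI* did not enter this comparison. Fig. 3 shows a bar of *TPI* for Sdis, whereas the orthogroup that holds the *TPI* genes named in Shag and Ssil has no value in Sdis.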

Other observations

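The tests of the split between higher and lower orthogroups by the rescaling and by the 10 highest orthogroups, the correlation of the share of the 500 highest with the median ratio, the test of *HXT* without length and the comparison of the 3 pairings were chosen only after the results were seen. More orthogroups were lower than higher in rapid ECAR species, 882 against 239. The median ratio of a library to the others was 0.679 to 0.799 in Sdis and 1.51 to 1.57 in Ssil, while those of Shag (0.851 to 1.15) and Smen (0.919 to 0.983) overlapped, so this shift did not follow the ECAR class. A few genes taking most of the counts in rapid ECAR species is argued against, because the 10 highest orthogroups took a share of the TPM that was on average different by -2.30 percentage points from that in low ECAR species. A larger share of many highly expressed genes in rapid ECAR species is not excluded. The 500 highest orthogroups took 79.1% to 81.3% of the TPM in Sdis, 70.5% to 77.8% in Shag, 75.6% to 76.8% in Smen and 63.3% to 64.7% in Ssil, and over the 16 libraries this share fell as the median ratio rose (r = -0.997). The test set beforehand asked for a larger share in every rapid than in every low ECAR library, and the lowest rapid ECAR library differed by -6.33 percentage points from the highest low ECAR library. That bound was wrong, since the median ratios of Shag and Smen overlap as well, so the test decides nothing; a larger share of the highest orthogroups and a lower level of the others cannot be told apart in values scaled to a fixed total. Whether scaling to a fixed total causes the split cannot be told apart from a change in most orthogroups: after median-ratio rescaling 52.7% of the called orthogroups were lower, but that rescaling centres the median by construction.

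The lower TPM of *HXT* in Smen and Ssil could come from the summed length of 2 genes in these species. As the whole cause this is argued against, since *HXT* remained 1.67 higher on the log2 scale in rapid ECAR species when length was left out. Part of the difference in TPM, 2.57, stays open to it.

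Other splits of the same libraries were tried for each count. Of 35 splits of the libraries of Sdis with those of another species, only the real one called as many orthogroups for Smen (2165 higher and 1118 lower) and for Ssil (2957 and 842). The highest of the others called 0. Those splits mix 2 species that differ in most orthogroups, which raises the spread within groups. Between Smen and Sdis 77.6% were called, and between Ssil and Sdis 89.8%. The comparison therefore shows only that cultures of 1 species resemble each other more than those of the other. For Shag, the 2421 higher exceeded every other split (highest 2255), while 3 of 35 splits, the real one included, called at least 713 in their larger direction. By the rule set beforehand chance was therefore not excluded for the 713 that were lower, but this count cannot decide the question. That count sets the smaller direction of the real split against the larger of the others; in the smaller direction, compared after the results were seen, the highest of the others called 479. The 2 other splits that reached 713 in their larger direction exchange 1 library of Shag with 1 of Sdis. Each of their groups keeps 3 of the 4 libraries of a species, so these splits still carry the difference between Shag and Sdis. Of 100 relabellings of the 16 libraries, the others called 0 orthogroups, against 239 and 882. A relabelling that mixes species raises the spread within groups, so calls were not to be expected there whatever the role of the ECAR class. This comparison shows that cultures of 1 species resemble each other and decides nothing about the ECAR class. The 4 species can be paired in only 3 ways, too few for a share under 0.05: the division by ECAR class called 1121 orthogroups and the highest other pairing 938 (1177 and 768 after median-ratio rescaling). Of the 8 named genes of glycolysis and fermentation, the division by ECAR class called 6, and the other pairings 0 and 1 (7, 0 and 1 after rescaling). The pairings cannot tell the ECAR class apart from shared descent or from the hour of collection.

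*TPI*, which encodes triose-phosphate isomerase, had 5829 ± 1113 TPM in Shag, 2441 ± 94.1 TPM in Smen and 2582 ± 226 TPM in Ssil (mean ± SD, n = 4), and both differences from Shag had an exact two-sided permutation p of 0.0286.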
